# TGF-β1-dependent expression of FOXS1 attenuates adipogenic potential and enhances a myofibroblast cellular phenotype

**DOI:** 10.1016/j.jbc.2025.110563

**Published:** 2025-08-05

**Authors:** Alexander H. Tavares, Scott P. Connelly, Daryn Maksat, Jane Zheng, Nabil Rabhi, Matthew D. Layne

**Keywords:** forkhead box S1, transforming growth factor-β, myofibroblast, adipocyte stem cells, white adipose tissue, adipogenesis, fibrosis, fibroblast

## Abstract

White adipose tissue (WAT) fibrosis is a major determinant of obesity-induced cardiometabolic dysfunction and is characterized by excessive extracellular matrix deposition and myofibroblast activation. Transforming growth factor (TGF)-β1 is a profibrotic cytokine that potently induces myofibroblast activation in adipocyte stem cells (ASCs). How TGF-β1 orchestrates ASC activation in WAT fibrosis is not completely understood. We identified FOXS1, a member of the forkhead box transcription factor superfamily, as a transcriptional target of TGF-β1 signaling in primary human WAT ASC (hASC). FOXS1 potentiated TGF-β1-dependent upregulation of several myofibroblast genes (*e.g. Acta2*, *Col1a1*, *Fn1*, and *Il11*) in 10T1/2 fibroblasts. FOXS1 also attenuated the induction of several adipogenic factors (*e.g. Pparg*, *Stat5a*, *Fabp4*, and *Adipoq*) in 10T1/2 fibroblasts and sensitized these cells to the antiadipogenic effects of TGF-β1. Furthermore, loss of endogenous FOXS1 improved adipogenic permissiveness and activated proadipogenic gene programs in 10T1/2 cells, even after TGF-β1 stimulation. These results indicate that FOXS1 is a positive regulator of profibrotic TGF-β1-dependent cellular responses, orchestrating the regulation of molecular phenotypes that promote myofibroblast activation and block adipogenesis. These findings offer novel insight into the TGF-β1-dependent roles of FOXS1 in fibroblasts within the context of profibrotic ASC activation and provide a foundation for further investigation into the role of FOXS1 in WAT fibrosis and obesity-induced cardiometabolic dysfunction.

In obesity, white adipose tissue (WAT) fibrosis significantly contributes to WAT dysfunction and cardiometabolic disorder (1, 2, 3). WAT expands through *de novo* adipogenesis (hyperplasia), where new adipocytes arise from tissue-resident adipocyte stem cells (ASCs) (2). During chronic over nutrition, WAT expansion shifts to hypertrophy, where preexisting adipocytes increase in size to store excessive dietary lipid (2, 4). WAT hypertrophy is associated with hypoxia, adipocyte necrosis, and chronic inflammation, which together, contribute to progressive WAT fibrosis (5). Myofibroblast activation and extracellular matrix (ECM) accumulation are hallmarks of obesity-induced WAT fibrosis (6). The association between excessive WAT ECM and poor clinical outcomes in obese individuals is well established (3, 7, 8). To that end, targeting WAT fibrosis remains an enticing avenue for novel therapeutics for obesity-induced cardiometabolic dysfunction.

Multipotent fibroblasts are critical for maintaining tissue ECM and specialized cell populations (9). WAT ASC are comprised of fibroblasts and mural cells, however, lineage tracing has mapped most new adipocytes to platelet derived growth factor receptor (PDGFR⍺^+^) fibroblasts (10). Fibroblast-to-myofibroblast activation is also a key driver of tissue fibrosis (9, 11). Myofibroblasts are characterized by increased ECM production and a contractile phenotype, marked by alpha-smooth muscle actin (⍺-SMA/*ACTA2*) expression (9, 11). PDGFR⍺^+^ ASC isolated from obese WAT have marked expression of ECM proteins (type I collagen, fibronectin) and ⍺-SMA (12). Expression of many activated myofibroblast factors (*e.g.* ⍺-SMA) blocks adipogenesis, further shifting dysfunctional WAT expansion toward hypertrophy (13).

During fibrotic WAT remodeling, ASC respond to a milieu of profibrotic stimuli. Transforming growth factor (TGF)-β1 is a potent profibrotic cytokine that induces fibrotic tissue remodeling and myofibroblast activation (14). Canonical TGF-β1 signaling occurs through dimerization of TGFβ receptor (TβR) II with TβRI (ALK5), which phosphorylates SMAD2/3 (14). Phosphorylated SMAD2/3 forms a complex with SMAD4 and translocates to the nucleus to regulate TGF-β1-dependent gene transcription (14). Genes regulated by the SMAD2/3 axis of the TGF-β1 signaling cascade are closely associated with tissue remodeling and fibrosis (15, 16).

In obesity, TGF-β1 is upregulated in WAT depots, while circulating levels of TGF-β1 increase with body mass index (17). Furthermore, ablating macrophage-derived TGF-β1 or TGF-β1 signaling in adipose tissue protects mice from obesity-induced WAT fibrosis and metabolic dysfunction (18, 19). TGF-β1 also attenuates fibroblast adipogenesis by inhibiting the transcriptional activity of CCAAT-enhancer-binding protein (C/EBP)β and C/EBPδ, which coordinate the induction of C/EBP⍺ and peroxisome proliferator-activated receptor gamma (PPARγ), the central adipogenic transcriptional regulators (20, 21). Elucidating the full scope of TGF-β1-dependent cellular responses in WAT ASC could illuminate new therapeutic targets for promoting WAT hyperplasia and attenuating myofibroblast activation.

The aim of this study was to characterize global transcriptomic changes to acute and chronic TGF-β1 signaling in WAT ASC and identify novel downstream effectors that may regulate profibrotic ASC myofibroblast activation and block ASC adipogenesis. In primary human WAT ASC (hASC), we identified FOXS1, a member of the forkhead box (FOX) transcription factor superfamily, as a TGF-β1 gene target induced after acute and chronic TGF-β1 signaling. Follow-up studies in multipotent 10T1/2 fibroblasts highlighted several molecular phenotypes associated with augmented FOXS1 expression related to the induction of myofibroblast differentiation and early and late adipogenesis. The results of this study illuminate FOXS1-dependent cellular responses to TGF-β1 associated with myofibroblast activation and adipogenic permissiveness.

## Results

### Global transcriptional responses to acute and chronic TGF-β1 stimulation in primary omental hASC

TGF-β1 is a well-established profibrotic mediator that promotes ASC myofibroblast activation and drives fibrotic WAT remodeling (14, 17). We sought to elucidate the global transcriptomic changes downstream of acute and chronic TGF-β1 signaling in WAT ASC to identify cellular factors that may promote ASC myofibroblast activation and suppress ASC adipogenesis. Primary hASC were stimulated with TGF-β1 for 12 h or 72 h and purified RNA was subjected to bulk RNA sequencing (Fig. 1*A*). Cells stimulated with TGF-β1 for 72 h received a second TGF-β1 stimulation 24 h prior to RNA collection to induce chronic TGF-β1 responses (Fig. 1*A*).

**Figure 1:**
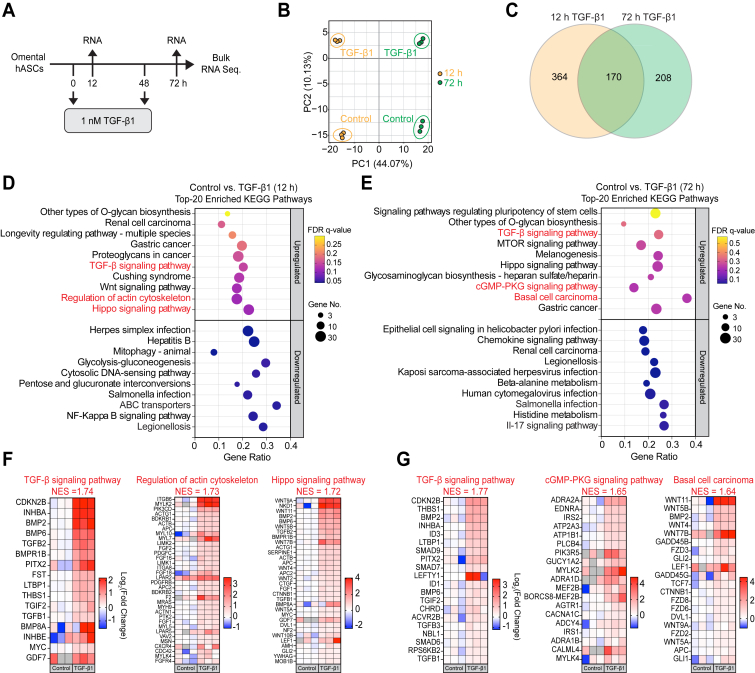
**hASC transcriptional responses to acute and chronic TGF-β1.***A*, scheme of TGF–β1 stimulation in hASC for bulk RNA sequencing. Cells were serum-starved overnight then stimulated with 1 nM TGF-β1 for 12 h and 72 h. *B*, PCA analysis of 12 h and 72 h transcriptional responses in control and TGF-β1 stimulated hASC. *C*, Venn diagram of unique and shared DEGs across TGF-β1 time points relative to time-matched controls. *D* and *E*, GSEA of the top 20 upregulated and downregulated KEGG pathways in 12 h and 72 h TGF-β1 stimulated hASC. *G* and *F*, heatmaps of core gene enrichments from selected KEGG pathways in 12 h and 72 h TGF-β1 stimulated hASC. Gene expression is reported as log_2_ (fold change) relative to time-matched controls. DEG, differentially expressed gene; GSEA, gene set enrichment analysis; hASC, human WAT adipocyte stem cell; KEGG, Kyoto encyclopedia of genes and genomes; NES, normalized enrichment score; PCA, principal component analysis; TGF, transforming growth factor.

Principal component analysis revealed clear clustering of 12 h and 72 h control and TGF-β1 stimulated hASC, indicating distinct gene expression profiles across groups and time points (Fig. 1*B*). Notably, 12 h and 72 h TGF-β1 stimulated hASC clustered distinctly from each other (Fig. 1*B*). Differential gene expression analysis defined differentially expressed genes (DEGs) between time-matched control and TGF-β1 stimulated hASC. Across 12 h and 72 h TGF-β1 time points, 742 DEGs were identified, with 364 DEGs unique to 12 h TGF-β1, 208 DEGs unique to 72 h TGF-β1, and 170 DEGs common between both time points (Fig. 1*C*, Table S1).

Gene set enrichment analysis (GSEA) using the Kyoto encyclopedia of genes and genomes (KEGG) database revealed enrichment for several upregulated and downregulated (DN) pathways in 12 h and 72 h TGF-β1 stimulated hASC (Tables S2 and S3). Top pathways upregulated after 12 h TGF-β1 included the TGF-β signaling pathway, regulation of actin cytoskeleton, and the Hippo signaling pathway (Fig. 1*D*). Top pathways upregulated after 72 h TGF-β1 included the TGF-β signaling pathway, the cGMP-PKG signaling pathway, and basal cell carcinoma (Fig. 1*E*). As anticipated, KEGG TGF-β signaling was among the top upregulated pathways at 12 h and 72 h time points, which shared several enriched genes (*CDK2B*, *THBS1*, *BMP2*, *INHBA*, *LTBP1*, *PITX2, BMP6*, *TGIF2*, and *TGFB*). Enriched TGF-β signaling pathway genes unique to 12 h included *TGFB2*, *BMPR1B*, *FST*, *BMP8A*, *INHBE*, *MYC*, and *GDF7* (Fig. 1*F*). Enriched TGF-β signaling pathway genes unique to 72 h included *ID3*, *SMAD9*, *SMAD7*, *LEFTY1*, *ID1*, *CHRD*, *ACVR2B*, *TGFB3*, *NBL1*, *SMAD6*, and *RPS6KB2* (Fig. 1*G*).

GSEA enrichment of KEGG Hippo signaling (Fig. 1*G*) and KEGG basal cell carcinoma (Fig. 1*F*) was driven by a strong enrichment for many genes related to wingless-related integration site (Wnt) signaling (*e.g. WNT9A*, *WNT11*, *WNT5B*, and *WNT4*) and bone morphogenetic protein (BMP) signaling (e.g. BMP2, BMP6, and BMPR1B) which have various profibrotic and antifibrotic functions in tissue fibrosis (24, 25, 26). Enrichment for the KEGG regulation of actin cytoskeleton gene set (Fig. 1*F*) was driven by several genes involved in cell adhesion (*e.g. ITGB6*, *ITGA8*, and *ACTN*), cell contraction (*e.g. MYLK2*, *MYL10*, and *ACTN1*) and stress fiber formation (*e.g. ACTG1*, *ACTB*, *LIMK1/2*, and *CDC42*), which are hallmark cellular processes in myofibroblast activation (9, 11).

Top pathways DN in hASC after 12 h TGF-β1 stimulation included ABC transporters and legionellosis (Fig. S1*A*). Top pathways DN in hASC after 72 h TGF-β1 stimulation included the IL-17 signaling pathway and *salmonella* infection (Fig. S1*B*). These pathways represent gene sets associated with proinflammatory phenotypes. Negative enrichment of the immune signature pathways was primarily driven by downregulation of several chemokines (*e.g. CXCL6*, *CXCL1*, *CXCL2*, *CXCL3*, and *CCL2*) and interleukins (*e.g. IL12B*, *IL1B*, *IL6*, *IL1A*, and *IL18*), highlighting the potent immunoregulatory functions of TGF-β1 in hASC.

In all, these results highlight distinct gene subsets that were regulated by TGF-β1 after acute or chronic stimulation. Given that these gene subsets were defined in primary hASC, these results provide a strong foundation for further studies investigating poorly defined TGF-β1-dependent genes and pathways involved in ASC myofibroblast activation. These results also illuminate established TGF-β1-dependent genes that have lesser studied roles in WAT fibrosis.

### FOXS1 is a downstream target of TGF-β1 in primary omental hASC

Many of the profibrotic cellular responses to TGF-β1 occur transcriptionally. We leveraged our RNA sequencing data in TGF-β1 stimulated hASC to elucidate changes in the expression of known transcription factors (TFs) that may be important for TGF-β1-dependent ASC myofibroblast activation. We identified 29 DEGs across 12 h and 72 h TGF-β1 time points that classified as a TF (Fig. 2*A*). Upregulated TF DEGs at both TGF-β1 time points included *SP6 (KLF14)*, *FOXS1*, *SCX*, *PITX2*, *ZNF365*, and *RUNX2.* DN TF DEGs at both TGF-β1 time points included *ELF3*, *OSR1*, *DBP*, *OSR2*, *PPARG*, and *SMAD3*. Interestingly, TFs that were differential DEGs between time points included *KLF15*, *FOXC1*, *PKNOX2*, *SIM2*, *ZNF582*, *NKX3.1*, *MSX2*, *SOX9*, *ZNF704*, *EPAS1*, *SOX13*, *E2F8*, *SNAPC5*, *ZNF395*, *ARNT2*, *E2F2*, and *MEOX2*.

**Figure 2:**
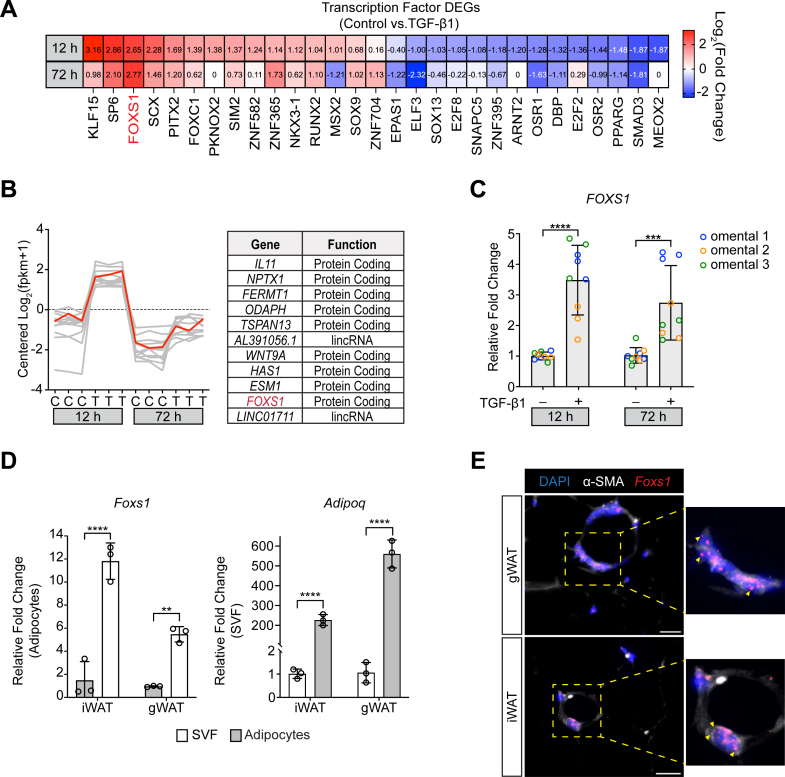
**FOXS1 is an acute and chronic TGF-β1 transcription factor target in hASC.***A*, heatmap of transcription factor DEGs across 12 h and 72 h TGF-β1 stimulated hASC. Gene expression is reported as log_2_ (fold change) relative to time-matched controls. *B*, cluster analysis of a subset of 11 DEGs that shared similar TGF-β1-dependent expression across 12 h and 72 h control (C) and TGF-β1 (T) time points. *C*, RT-qPCR of TGF-β1-dependent regulation of *FOXS1* in WAT hASC. Three independent WAT hASC isolates were serum-starved and stimulated with TGF-β1 as in (Fig. 1*A*). *D*, RT-qPCR of *Foxs1* and *Adipoq* in mouse iWAT and gWAT adipocytes and SVF. WAT from male mice (n = 3) was digested with 1 mg/ml type I collagenase at 37 °C and cellular fractions were separated by centrifugation. *Adipoq* was used as a fractionation control. *E*, RNAscope of *Foxs1* mRNA in mouse iWAT and gWAT tissue sections (n = 3). Representative sections were costained with ⍺-SMA and DAPI to visualize tissue vasculature and nuclei, respectively. RT-qPCR CT values were normalized to *18s* or *Ppia* expression. Two-way ANOVA with Bonferroni corrections for multiple comparisons (∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001). Data presented as mean ± S.D. The scale bars represent 25 μm. ⍺-SMA, alpha-smooth muscle actin; DAPI, 4′,6-diamidino-2-phenylindole; DEG, differentially expressed gene; FOXS1, forkhead box S1; gWAT, gonadal WAT; hASC, human WAT adipocyte stem cell; iWAT, inguinal WAT; RT-qPCR, real-time quantitative PCR; SVF, stromal-vascular fraction; TGF, transforming growth factor; WAT, white adipose tissue.

Cluster analysis, which groups genes together based on their expression patterns, grouped *FOXS1* within a small cluster of 11 genes (nine protein coding, two lincRNAs) that had robust upregulation at 12 h and 72 h after TGF-β1 stimulation (Fig. 2*B*). Notably, many of the genes grouped in this cluster are established markers of myofibroblast activation (*e.g. IL11*, *WNT9A*, *HAS1*, and *ESM1*). We validated TGF-β1-dependent regulation of *FOXS1* in three independent primary omental hASC isolates by real-time quantitative PCR (RT-qPCR) (Fig. 2*C*). *FOXS1* was significantly upregulated in hASC isolates at 12 h and 72 h after TGF-β1 stimulation. Taken together, these results highlight *FOXS1* as a TGF-β1-responsive TF in primary hASC with a similar expression pattern to several genes with known roles in myofibroblasts, suggesting that FOXS1 may have important regulatory functions in profibrotic TGF-β1-dependent ASC activation.

### FOXS1 is enriched in the WAT stromal-vascular compartment

TGF-β1 responsive WAT ASC that contribute to fibrotic WAT remodeling reside within the stromal-vascular (SV) compartment (1, 2). To assess SV *FOXS1* expression and enrichment, subcutaneous inguinal WAT (iWAT) and visceral gonadal WAT (gWAT) was harvested from mice, digested, and separated into an stromal-vascular fraction (SVF) and adipocytes. RT-qPCR revealed a significant enrichment for *Foxs1* in the SVF compared to adipocytes in both WAT depots (Fig. 2*D*). Efficient WAT fractionation was confirmed by differential *Adipoq* expression (Fig. 2*D*). We used RNAscope to visualize *Foxs1* mRNA *in situ* within iWAT and gWAT depots. Tissues were costained with ⍺-SMA to mark the vascular regions where WAT ASCs reside. We observed clear *Foxs1* mRNA puncta within tissue areas marked by ⍺-SMA expression in both WAT depots, further indicating that FOXS1 is expressed by cells with the WAT SV compartment (Fig. 2*E*).

### FOXS1 expression is regulated in a SMAD2/3-dependent manner

10T1/2 cells are multipotent fibroblasts that respond to proadipogenic and profibrotic stimuli and are a useful tool for studying determinants of fibrotic and adipogenic phenotypes (27). We leveraged 10T1/2 cells to better understand the full kinetics of TGF-β1-dependent FOXS1 regulation. 10T1/2 cells were stimulated with TGF-β1 for 6, 12, 24, and 48 h. RT-qPCR revealed a significant upregulation of *Foxs1* that peaked 6 h after stimulation (Fig. 3*A*). In addition, FOXS1 protein expression was most abundant 12 h after TGF-β1 stimulation and rapidly turned over by 48 h. (Fig. 3*B*). Upregulation of the FOXS1 protein was preceded by increased phosphorylation of the canonical SMAD2/3 TGF-β1 effectors (Fig. 3*B*). Pharmacological inhibition (SB431542) of the TβRI (ALK5), which phosphorylates SMAD2/3, completely abrogated TGF-β1-dependent FOXS1 protein upregulation (Fig. 3*C*). These data indicate that FOXS1 is acutely regulated by TGF-β1 in a SMAD2/3-dependent manner. In many instances, genes that are regulated by the TGF-β-SMAD2/3 signaling axis attenuate the adipogenic capacity of WAT ASC and promote myofibroblast activation.

**Figure 3:**
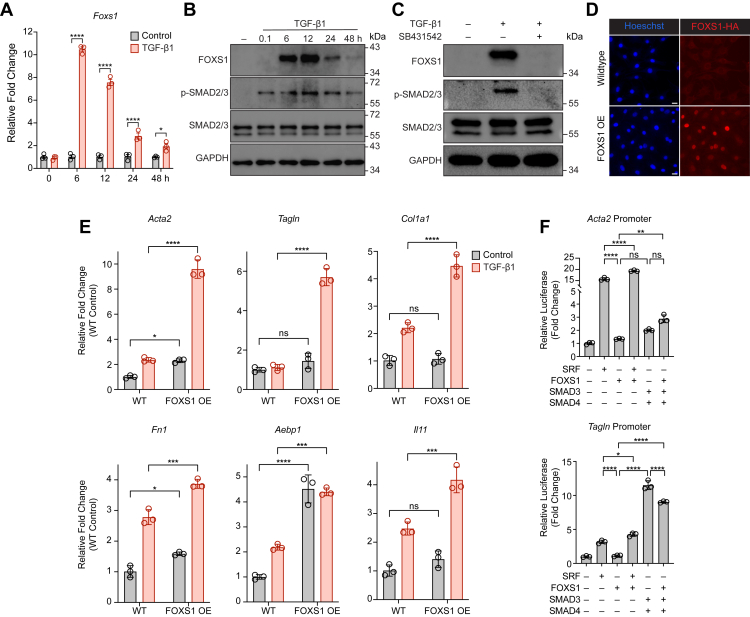
**FOXS1 potentiates profibrotic myofibroblast TGF-β1-dependent gene expression.***A*, kinetics of TGF-β1-dependent upregulation of *Foxs1* in 10T1/2 cells. Cells were serum-starved overnight and stimulated with 1 nM TGF-β1 for 6, 12, 24, and 48 h. *B*, kinetics of TGF-β1-dependent upregulation of FOXS1 protein expression in 10T1/2 cells. Cells were serum-starved and treated with TGF-β1 as in (*A*). Total protein (20 μg) was separated on 12% SDS-PAGE gels followed by western blot analysis using antibodies against FOXS1, phospho-SMAD2/3, total SMAD2/3, and GAPDH. *C*, inhibition of FOXS1 protein upregulation by blockade of SMAD2/3 phosphorylation in 10T1/2 cells. Cells were costimulated with 1 nM TGF-β1 and 5 μM of SB431542 (ALK5 inhibitor) for 6 h. Total protein (20 μg) was separated on a 12% SDS-PAGE gel followed by western blot analysis using antibodies against FOXS1, phospho-SMAD2/3, total SMAD2/3, and GAPDH. *D*, immunofluorescence of wildtype (WT) and FOXS1-HA overexpressed (FOXS1 OE) 10T1/2 cells. Cells were fixed in 4% PFA and stained with anti-HA primary and goat anti-rabbit Alexa Fluor 647 secondary antibodies. *E*, WT and FOXS1 OE 10T1/2 cells profibrotic transcriptional responses to TGF-β1. Cells were serum-starved and stimulated with 1 nM TGF-β1 for 24 h. Fold changes (2^−ΔΔCT^) were normalized to control WT 10T1/2 cells. *F*, activity of *Acta2* and *Tagln* promoters in 10T1/2 cells transfected with SRF, FOXS1, and SMAD3/4 alone or in combination. Promoter activity was accessed by normalized luciferase expression. Fold changes were calculated relative to empty vector luciferase values. RT-qPCR CT values were normalized to *18s* or *Ppia* expression. One-way or two-way ANOVA with Bonferroni corrections for multiple comparisons (ns = not significant, ∗*p* < 0.05, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001). Data presented as mean ± S.D. Data presented are representative from three independent experiments. The scale bars represent 25 μm. FOXS1, forkhead box S1; PFA, paraformaldehyde; RT-qPCR, real-time quantitative PCR; SMAD, suppressor of mothers against decapentaplegic; SRF, serum response factor; TGF, transforming growth factor.

### FOXS1 potentiates profibrotic TGF-β1-dependent myofibroblast activation

To better understand the role of FOXS1 in cellular responses to TGF-β1, we generated 10T1/2 cells constitutively overexpressing HA-tagged FOXS1 (FOXS1 OE) (Fig. 3*D*). Wildtype (WT) or FOXS1 OE 10T1/2 cells were stimulated with TGF-β1 for 24 h. Relative to WT, FOXS1 OE 10T1/2 cells had significantly potentiated upregulation of several profibrotic genes that are established TGF-β1 targets essential for myofibroblast activation, including contractile cytoskeletal genes (*Acta2* and *Tagln*), ECM genes (*Col1a1*, *Fn1*, and *ACLP/Aebp1*), and profibrotic mediator genes (*Il11*) (Fig. 3*E*). We also assessed the regulation of ⍺-SMA protein expression by immunofluorescence in WT and FOXS1 OE 10T1/2 cells stimulated with TGF-β1 for 48 h (Fig. S2), which showed a significant increase in ⍺-SMA expression in the TGF-β1 stimulated FOXS1 OE cells relative to WT.

Many of the genes that were potentiated by FOXS1 are regulated downstream of TGF-β1 by SMAD3 or serum response factor (SRF) (28). To investigate if FOXS1 can transcriptionally cooperate with SMAD3 or SRF, 10T1/2 cells were transfected with luciferase reporter constructs for the *Acta2* or *Tagln* promoters. Cotransfection with FOXS1 alone did not markedly change *Acta2* or *Tagln* promoter activity relative to an empty vector control (Fig. 3*F*). Cotransfection of FOXS1 with SRF increased *Acta2* and *Tagln* promoter activity relative to SRF alone (Fig. 3*F*). Furthermore, cotransfection of FOXS1 with SMAD3/4 did not significantly change *Acta2* promoter activity and partially blunted *Tagln* promoter activity relative to SMAD3/4 alone. Taken together, these data indicate that FOXS1 potentiates the expression of TGF-β1-dependent profibrotic myofibroblast genes though potential cooperation with SRF transcriptional activity.

### FOXS1 mitigates adipogenesis potential and capacity

Many cellular factors that promote myofibroblast phenotypes in WAT ASC also inhibit their adipogenic potential and ability to undergo terminal adipogenesis, further exacerbating tissue dysfunction in WAT fibrosis. Given that FOXS1 regulates a molecular profibrotic myofibroblast phenotype (Fig. 3*E*), we hypothesized that FOXS1 would repress the induction of adipogenic factors required for adipogenesis. 10T1/2 cells can be induced toward an adipogenic lineage using growth media supplemented with dexamethasone, 3-isobutyl-1-methylxanthine, insulin, and indomethacin (DMII) (Fig. 4*A*). During early adipogenesis, cellular factors that are repressive to adipogenic programming are often DN (29). We assessed *Foxs1* expression in 10T1/2 cells 0, 24, and 48 h after DMII stimulation (Fig. 4*B*). *Foxs1* was significantly DN 48 h after DMII. To determine if maintaining *Foxs1* expression during early adipogenesis augments proadipogenic gene expression, WT or FOXS1 OE 10T1/2 cells were stimulated with DMII for 48 h. Compared to WT, FOXS1 OE 10T1/2 cells had significantly mitigated upregulation of the adipogenic transcription factors *Pparg* and *Stat5a* (Fig. 4*C*). Induction of *Cebpa* and *Cebpd* was not significantly different, while Cebpb was significantly increased in FOXS1 OE 10T1/2 cells (Fig. 4*C*). FOXS1 OE 10T1/2 cells also had significantly mitigated upregulation of several adipogenic factors involved in lipid metabolism (*Plin1* and *Fabp4*) and insulin sensitivity (*Adipoq*) (Fig. 4*D*).

**Figure 4:**
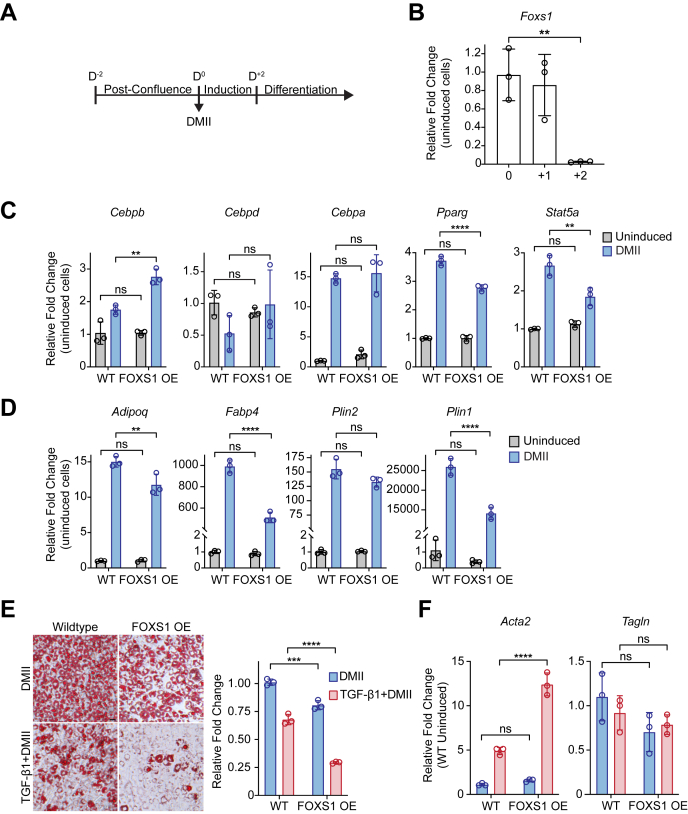
**FOXS1 is suppressive to induced adipogenic phenotypes.***A*, scheme of 10T1/2 adipogenic induction and differentiation. DMII induction media is supplemented with dexamethasone, three-isobutyl-1-methylxanthine, insulin, and indomethacin. *B*, *Foxs1* expression in 10T1/2 cells induced with DMII. Cells were harvested at D^0^, D^+1^, and D^+2^ after DMII. Fold changes (2^−ΔΔCT^) were normalized to uninduced 10T1/2 cells. *C*, regulation of early adipogenic transcription factor genes in WT and FOXS1 OE 10T1/2 cells induced with DMII for 48 h. Fold changes (2^−ΔΔCT^) were normalized to uninduced WT 10T1/2 cells. *D*, regulation of lipid metabolism and insulin sensitivity genes in WT and FOXS1 OE 10T1/2 cells induced with DMII for 48 h. Fold changes (2^−ΔΔCT^) were normalized to uninduced WT 10T1/2 cells. *E*, D^+6^ differentiation of WT and FOXS1 OE 10T1/2 cells. Cells that were treated with TGF-β1 were stimulated with 1 nM TGF-β1 for 8 h prior to DMII induction. Oil Red-O staining was quantified in 100% isopropanol and by measuring the absorbance at 500 nm. Absorbances were corrected to blank controls and fold changes are relative to DMII induced WT 10T1/2 cells. *F*, *Acta2* and *Tagln* expression in D^+6^ differentiated WT and FOXS1 OE 10T1/2 cells. Fold changes (2^−ΔΔCT^) were normalized to DMII induced WT 10T1/2 cells. RT-qPCR CT values were normalized to *18s* or *Ppia* expression. Two-way ANOVA with Bonferroni corrections for multiple comparisons (∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001). Data presented as mean ± S.D. Data presented are representative from three independent experiments. The scale bars represent 25 μm. DMII, dexamethasone, 3-isobutyl-1-methylxanthine, insulin, and indomethacin; FOXS1, forkhead box S1; RT-qPCR, real-time quantitative PCR; TGF, transforming growth factor.

After DMII induction, 10T1/2 cells can be terminally differentiated into mature adipocytes, marked by their lipid uptake and storage capacity. WT and FOXS1 OE 10T1/2 cells were differentiated into mature adipocytes for 6 days (D6) after DMII induction and stained with Oil Red-O to visualize and quantify lipid accumulation. Compared to WT, FOXS1 OE 10T1/2 cells had significantly decreased lipid accumulation (Fig. 4*E*). Furthermore, WT and FOXS1 OE 10T1/2 cells were also stimulated with TGF-β1 for 8 h prior to DMII induction and D6 differentiation. As expected, TGF-β1 stimulation significantly blunted terminal adipogenesis in WT 10T1/2 cells (Fig. 4*E*). However, this effect was intensified in the FOXS1 OE 10T1/2 cells, which showed significantly less terminal adipogenesis after TGF-β1 stimulation compared to WT (Fig. 4*E*). Interestingly, TGF-β1 stimulated, D6-differentiated FOXS1 OE 10T1/2 cells had significantly greater *Acta2* expression compared to WT (Fig. 4*F*). These results indicate that FOXS1 blocks early adipogenic molecular phenotypes, which suppresses terminal adipogenesis. FOXS1 also sensitizes cells to the potent antiadipogenic properties of TGF-β1.

### Ablation of endogenous FOXS1 increases cellular adipogenic capacity and partial resistance to the antiadipogenic effects of TGF-β1

To investigate how FOXS1 influences TGF-β1-dependent cellular responses within the context of antagonistic fibrotic and adipogenic stimuli, we generated FOXS1 knockout (KO) 10T1/2 cells using CRISPR-Cas9. Loss of endogenous FOXS1 expression was confirmed in two independent single-cell derived clones by western blot (Fig. 5*A*). We compared the potential of FOXS1 KO 10T1/2 cells to terminally differentiate into mature adipocytes relative to WT (Fig. 5*B*). Interestingly, FOXS1 KO clones exhibited significantly higher basal and induced lipid accumulation compared to WT (Fig. 5*B*). Furthermore, terminal adipogenesis in WT 10T1/2 cells was completely blocked after TGF-β1 stimulation, while FOXS1 KO clones were able to partially undergo adipogenesis after TGF-β1 stimulation. These results suggest that loss of FOXS1 increases cellular adipogenic potential and mitigates the potent antiadipogenic effects of TGF-β1.

**Figure 5:**
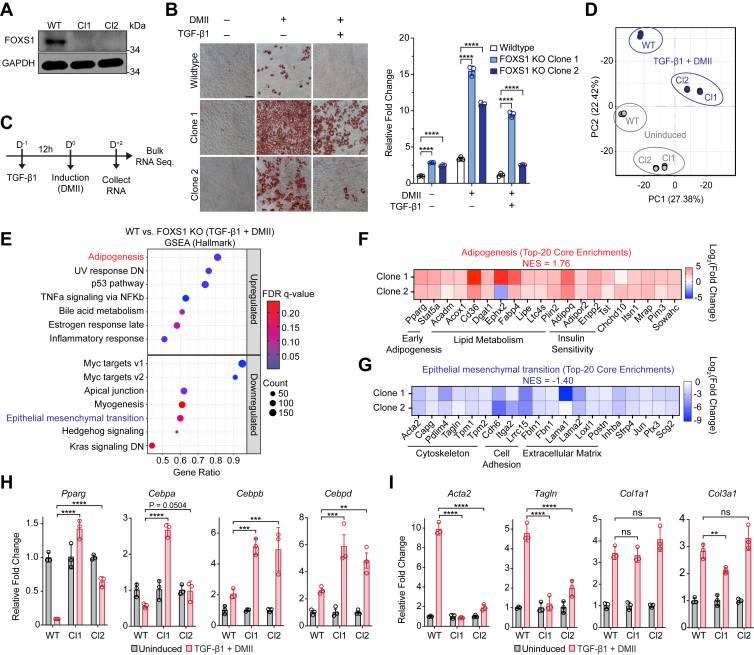
**FOXS1 ablation promotes proadipogenic molecular phenotypes and dampens myofibroblast molecular phenotypes.***A*, FOXS1 protein expression in WT 10T1/2 cells and two single-cell FOXS1 knockout (KO) 10T1/2 clones. Total protein (20 μg) was separated on a 12% SDS-PAGE gel followed by western blot analysis using antibodies against FOXS1 and GAPDH. *B*, D^+6^ differentiation of WT 10T1/2 cells and FOXS1 KO clones. Cells that were treated with TGF-β1 were stimulated with 1 nM TGF-β1 for 12 h prior to DMII induction. Oil Red-O staining was quantified in 100% isopropanol and by measuring the absorbance at 500 nm. Absorbances were corrected to blank controls and fold changes were calculated relative to undifferentiated WT 10T1/2 cells. *C*, scheme for TGF-β1 and DMII stimulation in WT or FOXS1 KO clones for global transcriptional analysis by bulk-RNA sequencing. *D*, PCA analysis for WT and FOXS1 KO clones in uninduced and TGF-β1+DMII stimulated conditions. *E*, GSEA of TGF-β1+DMII stimulated WT or FOXS1 KO clones using the mouse molecular signature hallmark gene sets. DEGs shared between FOXS1 KO clone 1 and 2 were used for GSEA. *F* and *G*, heatmaps of core gene enrichments in the upregulated adipogenesis (*F*) and downregulated epithelial-to-mesenchymal transition (*G*) hallmark pathway gene sets. *H* and *I*, RT-qPCR of early adipogenic transcription factor (*H*) or profibrotic myofibroblast (*I*) gene expression in WT or FOXS1 KO clones. Cells were stimulated as outlined in (*C*). Fold changes (2^−ΔΔCT^) were calculated relative to cell matched controls. All RT-qPCR CT values were normalized to *Ppia* expression. Two-way ANOVA with Bonferroni corrections for multiple comparisons (∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗∗*p* < 0.0001). Data presented as mean ± S.D. Data presented are representative from three independent experiments. The scale bars represent 100 μm. DEG, differentially expressed gene; DMII, dexamethasone, 3-isobutyl-1-methylxanthine, insulin, and indomethacin; FOXS1, forkhead box S1; GSEA, gene set enrichment analysis; PCA, principal component analysis; RT-qPCR, real-time quantitative PCR; TGF, transforming growth factor.

### Ablation of endogenous FOXS1 promotes proadipogenic molecular phenotypes

Given that many of the cellular responses that coordinate adipogenesis occur within the first 48 h after DMII stimulation, we wanted to assess the global transcriptomic changes between WT and FOXS1 KO 10T1/2 cells during this early induction window after TGF-β1 stimulation. 

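The experiment comprised 18 libraries of 10T1/2 cells, a multipotent mouse fibroblast line, in 6 groups of 3. WT cells and FOXS1 KO clones 1 and 2 were each sampled uninduced and after 1 nM TGF-β1 (12 h) followed by DMII (48 h), a mix of dexamethasone, 3-isobutyl-1-methylxanthine, insulin and indomethacin. The authors sequenced poly(A) RNA as 150 bp paired-end reads on an Illumina NovaSeq instrument, mapped the reads to GRCm38 with HISAT2 and deposited the counts on each gene without normalization. The counting program, its annotation release and its strand setting are not given in the sources used here. Total counts per library ranged from 15576685 to 23650238 (median 17404839) in uninduced WT cells and from 21698822 to 24471081 (median 23355355) in TGF-β1 + DMII stimulated WT cells. In clone 1 they ranged from 16919612 to 17812503 (median 17676689) uninduced and from 20232140 to 29383944 (median 23510591) stimulated. In clone 2 the ranges were 15922953 to 42005596 (median 21137012) uninduced and 17591048 to 20125767 (median 19148095) stimulated. The paper's methods state a depth of 20 M reads, and the counts on genes used here had a median of 20.2 M over the 18 libraries. The counts covered 54532 genes, of which 25899 had a count in any library and 14317 passed edgeR's filterByExpr by group with its minimum count of 10. These 14317 genes were normalized with TMM and tested with edgeR's quasi-likelihood test in a model of all 6 groups. DEGs were called at the paper's thresholds, a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. Values are TMM-normalized counts per M counts (CPM), given as mean ± SD of the 3 libraries of a group, and a positive log2 fold change means a higher value in the FOXS1 KO clone. Replicates of a group differed by more than counting error, with a chi-square per degree of freedom of 3.13 to 14.6 over 18 pairs of replicates. A gene with no count in a group was compared at a floor of 3 counts summed over that group, which covers counting error only. *Foxs1* (ENSMUSG00000074676, chromosome 2 of GRCm38 from 152931898 to 152933208), the targeted gene, had 2.23 ± 0.886 CPM (SD, n = 3) in the libraries labelled uninduced WT and 2.51 ± 0.641 CPM (SD, n = 3) in those labelled TGF-β1 + DMII stimulated WT. The libraries labelled FOXS1 KO clone 1 had 25.7 ± 2.04 CPM uninduced and 54.5 ± 2.06 CPM stimulated, and those labelled clone 2 had 22.6 ± 1.44 CPM and 39.9 ± 2.59 CPM. All 12 libraries labelled FOXS1 KO lay above every WT library of their treatment. In stimulated cells the log2 fold change was 4.44 in clone 1 (SE 0.149, adjusted p = 1.43e-20) and 3.99 in clone 2 (SE 0.151, adjusted p = 2.81e-19), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 4 tested genes within 100 kb of *Foxs1* had a median log2 fold change of 0.69 in clone 1 (0.39 to 3.06) and 1.60 in clone 2 (0.14 to 4.41). The paper states that FOXS1 protein was lost in both clones (Fig. 5A), and that it sequenced genomic DNA to establish disruption of the locus. Gene totals do not show the edit, so which libraries are FOXS1 KO is taken from their labels. The paper's separate RT-qPCR of *Pparg* and *Acta2* gave the same direction in the clones as the libraries so labelled.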

WT or FOXS1 KO 10T1/2 cells were stimulated with TGF-β1 for 12 h prior to stimulation with DMII for 48 h (Fig. 5*C*), after which, purified RNA was subjected to bulk RNA sequencing. Principal component analysis revealed distinct clustering of WT 10T/2 from FOXS1 KO clones 1 and 2 in uninduced and TGF-β1 + DMII stimulated conditions, indicating a close agreement in the differential responses of the KO clones compared to WT across experimental conditions (Fig. 5*D*, Table S4).

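Principal component analysis of log2 CPM with a prior count of 2 over the tested genes of all 18 libraries placed 36.2% of the variance on PC1 and 31.1% on PC2. With the 500 most variable genes alone, the setting that moved PC1 most, PC1 carried 50.4%. On PC1 and PC2 of all 18 libraries the clones lay near each other within a treatment. Stimulated replicate 1 stood at 67.5 and -26.8 in clone 1, 64.7 and -32.2 in clone 2 and -48.4 and -90.3 in WT cells. Uninduced replicate 1 stood at 12.4 and 65.1 in clone 1, 5.24 and 66.7 in clone 2 and -107 and 14.8 in WT cells. In a separate analysis of the 9 TGF-β1 + DMII stimulated libraries, the distance on PC1 and PC2 was 144 between WT cells and FOXS1 KO clone 1, 139.5 between WT cells and clone 2 and 97.0 between the clones, against a mean of 1.70 between libraries of a group. In the 9 uninduced libraries these distances were 139, 137, 97.1 and 5.44. The mean distance between WT and FOXS1 KO libraries was 2.87 times the mean distance within the WT and within the FOXS1 KO libraries in stimulated cells and 2.69 times in uninduced cells. No other of the 84 splits into 3 and 6 libraries reached these ratios (one-sided exact permutation test, p = 0.0119 in each treatment, the smallest the design allows), although libraries of a clone are not independent clones. In TGF-β1 + DMII stimulated cells, clone 1 had 2722 DEGs relative to WT (1348 higher and 1374 lower) and clone 2 had 2418 (1138 higher and 1280 lower). The fold threshold moved these counts most, to 8436 and 8011 without it and to 1714 and 1546 when the fold change was tested against it (glmTreat). With each library left out in turn the counts ranged from 2612 to 2707 and from 2289 to 2347. Both clones called 1622 of these genes, 1579 in the same direction (753 higher and 826 lower) and 43 in opposite directions. Both clones were compared with the same WT libraries, so 20 simulations of unchanged clones against shared WT libraries were run, and none called a gene in both clones. Across genes, the log2 fold changes of the clones had a Pearson's r of 0.745 and a Spearman's rho of 0.668, while the shared WT libraries alone gave a median r of 0.487 (0.460 to 0.527) in the simulations. Genes are not independent replicates. In uninduced cells, clone 1 had 2155 DEGs relative to WT (905 higher and 1250 lower), clone 2 had 2162 (793 higher and 1369 lower), and 1298 were shared in the same direction (470 higher and 828 lower). The r across genes was 0.733, against 0.486 to 0.548 in the simulations. Of the 753 shared DEGs that were higher in stimulated cells, 246 (32.7%) were also shared in that direction in uninduced cells, as were 540 (65.4%) of the 826 that were lower. A gene not called in uninduced cells is not thereby unchanged there. A test of the response itself called a difference from WT cells, in that direction and in both clones, for 260 of the 753 and 117 of the 826. Between the clones themselves, 1429 genes were DEGs in stimulated cells, 787 higher in clone 1 and 642 lower.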

GSEA with mouse ortholog hallmark gene sets from molecular signatures database (MSigDB) on shared DEGs between FOXS1 KO clones 1 and 2 in TGF-β1 + DMII stimulated conditions revealed several hallmark pathways that were upregulated in the FOXS1 KO clones relative to WT 10T1/2 cells, including adipogenesis, UV response, p53 pathway, tumor necrosis factor alpha (TNFA) signaling *via* NFKB, bile acid metabolism, estrogen response late, and inflammatory response (Fig. 5*E*, Table S5). 

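The hallmark gene sets were not used here, and the enrichment was not recomputed. The genes that Table S5 lists as core to each pathway were examined instead. The study chose these genes on the same libraries, so their direction is not independent evidence. For adipogenesis, 38 of the 40 core genes were tested, and DEGs with higher values numbered 26 in clone 1, 18 in clone 2 and 13 in both, while 3 of the 38 were lower than WT in clone 2. Their median log2 fold change was 1.497 in clone 1 and 1.05 in clone 2 after TGF-β1 + DMII stimulation, and 0.06 and 0.13 in uninduced cells. The paper's normalized enrichment score for adipogenesis is 1.76, with a false discovery rate of 0.0164. TNFA signaling *via* NFKB, with the paper's highest score of 2.06, had 36 tested core genes, all higher in each clone, and 21 were DEGs in both, with medians of 1.43 and 1.60 stimulated and 0.24 and 0.11 uninduced. Inflammatory response had 21 tested core genes, 1 of them lower in clone 1, and 15 DEGs in both clones, with medians of 1.55 and 1.68 stimulated. Its uninduced medians were 0.66 in clone 1 and 0.44 in clone 2. UV response, which Table S5 lists as the set of genes lowered by UV, had 40 tested core genes, 1 of them lower in clone 1 and 13 DEGs in both clones, with medians of 0.96 and 0.99. For the p53 pathway 45 core genes were tested, 4 were lower in clone 1 and 12 were DEGs in both clones, with medians of 0.80 and 1.05. Estrogen response late had 27 tested core genes, all higher in each clone, and 10 were DEGs in both, with medians of 1.17 and 1.20. Bile acid metabolism also had 27 tested core genes, of which 25 were higher in clone 1, 23 in clone 2 and 5 DEGs in both, with medians of 0.82 and 0.86. The paper's false discovery rate was 0.0715 for bile acid metabolism and 0.0811 for estrogen response late.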

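The text of the study names 15 core genes of the adipogenesis set, of which 14 were tested. *Ltc4s* was filtered out for low counts, with 6 in the TGF-β1 + DMII stimulated WT libraries, 24 in clone 1 and 11 in clone 2, and 26.4% of its exonic bases lie under exons of another gene. Of the 14, all were DEGs with higher values in FOXS1 KO clone 1 and 9 were in clone 2 (10 when adjusted over the list alone), so 9 were DEGs in both. The study chose the list on these libraries, so the adjustment over the list is not independent evidence. The median log2 fold change was 2.59 in clone 1 and 1.92 in clone 2, or 2.34 and 1.43 with the genes without counts in a group set at their limit. With each library left out in turn, 9 to 11 genes were DEGs in both clones, and the other settings gave 8 to 11. *Pparg* (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399), the adipogenic transcription factor, had 4.18 ± 0.365 CPM in stimulated WT cells, 35.0 ± 1.49 CPM in clone 1 and 20.1 ± 2.41 CPM in clone 2 (SD, n = 3 each). Its log2 fold change was 3.07 in clone 1 (SE 0.107, adjusted p = 1.22e-20) and 2.26 in clone 2 (SE 0.112, adjusted p = 7.49e-17), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Plin2* (ENSMUSG00000028494, chromosome 4 from 86648386 to 86670060), a lipid droplet protein, rose from 131 ± 1.81 CPM in WT cells to 601 ± 26.4 CPM in clone 1 and 683 ± 7.31 CPM in clone 2 (SD, n = 3), log2 fold changes of 2.20 and 2.39. *Fabp4* (ENSMUSG00000062515, chromosome 3 from 10204088 to 10208576) had 0.631 ± 0.377 CPM in WT cells, 20.4 ± 4.37 CPM in clone 1 and 3.16 ± 0.945 CPM in clone 2, log2 fold changes of 4.99 and 2.30. *Stat5a*, *Adipor2* and *Lipe* were DEGs in both clones, with log2 fold changes of 1.54 to 2.77 in clone 1 and 1.25 to 2.12 in clone 2, and 15.6% of the exonic bases of *Lipe* lie under exons of another gene. *Dgat1* (2.41 and 1.71) and *Enpp2* (2.82 and 2.51, with 5.97% of its exonic bases under another gene) were also DEGs in both clones. They lie on chromosome 15, where the median log2 fold change of all well expressed genes was 0.45 in clone 1 and 0.43 in clone 2. *Acadm*, *Tst*, *Ephx2*, *Cd36* and *Adipoq* were DEGs in clone 1 alone. *Acadm* (ENSMUSG00000062908, chromosome 3 from 153922357 to 153944632) had 47.2 ± 2.01 CPM in WT cells, 189 ± 0.381 CPM in clone 1 and 70.3 ± 2.15 CPM in clone 2, and its log2 fold change of 0.57 in clone 2 stayed under the fold threshold. *Tst*, also on chromosome 15, had log2 fold changes of 1.94 and 0.81, and the value in clone 2 was past both thresholds at 1.07 without WT replicate 3 and at 1.11 without clone 2 replicate 2. *Ephx2* had 8.09 ± 0.766 CPM in clone 1 and 1 count in all 3 libraries of clone 2, against 0.110 ± 0.0781 CPM in WT cells, and without WT replicate 1 its log2 fold change in clone 1 moved from 6.17 to 6.82. *Cd36* and *Adipoq* had no count in stimulated WT cells. *Cd36* had 61 counts in clone 1, at least 19.7-fold higher, and 5 in clone 2. *Adipoq* had 15 counts in clone 1, at least 4.85-fold higher, and 6 in clone 2. The call of *Adipoq* in clone 1 rested on replicate 2, without which its adjusted p moved from 0.011 to 0.0602 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In clone 2 *Adipoq* was called with DESeq2 (log2 fold change 3.81), without the filter (4.41) and without clone 2 replicate 2 (4.98).

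**Figure D1:**
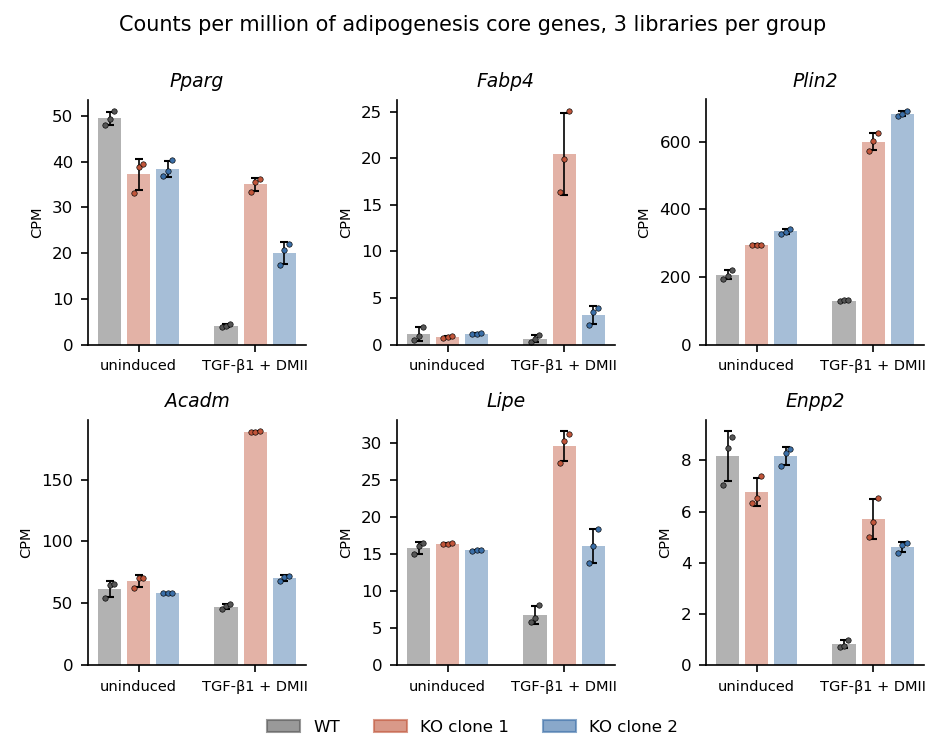
CPM (vertical axis) of *Pparg*, *Fabp4*, *Plin2*, *Acadm*, *Lipe* and *Enpp2* in WT cells (grey), FOXS1 KO clone 1 (red) and FOXS1 KO clone 2 (blue), uninduced or TGF-β1 + DMII stimulated (horizontal axis). Bars are means, error bars are SD and points are the 3 libraries of a group, and *Plin2* stands at 131 CPM in stimulated WT cells against 601 and 683 CPM in the clones, while *Acadm* stands at 189 CPM in clone 1 and 70.3 CPM in clone 2.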

Adipogenesis hallmark pathway enrichment was driven by core genes that orchestrate adipogenesis and adipocyte functions, such as adipogenic TFs (*Pparg* and *Stat5a*), lipid metabolism, (*Acadm*, *Acox1*, *Cd36*, *Dgat1*, *Ephx2*, *Fabp4*, *Lipe*, *Ltc4s*, and *Plin2)*, and insulin sensitivity (*Adipoq*, *Adipor2*, *Enpp2*, and *Tst*) (Fig. 5*F*).

TGF-β1 downregulates many proadipogenic factors during myofibroblast activation, including PPARγ (30). We validated the upregulated expression of *Pparg* in TGF-β1 + DMII stimulated FOXS1 KO 10T1/2 cells relative to WT by RT-qPCR. *Pparg* was robustly DN in WT 10T1/2 cells but remained at significantly increased levels in each FOXS1 KO clone, despite TGF-β1 stimulation (Fig. 5*H*). Strikingly, *Cebpa*, *Cebpb*, and *Cebpd* were all significantly increased in each FOXS1 KO clone relative to WT after TGF-β1 + DMII stimulation (Fig. 5*H*). These data indicate that ablation of FOXS1 promotes proadipogenic gene signatures and abrogates TGF-β1-dependent regulation of crucial mediators of adipogenesis.

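The response to TGF-β1 + DMII was measured within each genotype as the stimulated libraries relative to the uninduced libraries, and its difference between a FOXS1 KO clone and WT cells was tested as an interaction in the model of all 6 groups. WT cells had 2849 DEGs after stimulation (895 higher and 1954 lower), clone 1 had 2391 (852 and 1539) and clone 2 had 2528 (925 and 1603). The response differed from that of WT cells for 1261 genes in clone 1, with a higher response in 765 and a lower one in 496, and for 1124 genes in clone 2, with 700 and 424. Testing the difference against the fold threshold (glmTreat) left 543 and 455 of such genes, and dropping the fold threshold gave 4526 and 4463. Of the 14 tested adipogenesis genes that the paper names, 6 fell and none rose past the thresholds in WT cells, where the median response was -0.80 on the log2 scale. In clone 1, 8 rose and none fell, with a median response of 1.25, and in clone 2, 4 rose and 2 fell, with a median of 0.47, or 0.16 with a gene without counts in a group set at its limit. The response was higher than in WT cells for 12 genes in clone 1 and 8 in clone 2, 8 of them in both. The study chose these genes on the stimulated libraries, which by itself favours a higher response in the clones. These counts and medians are therefore not independent evidence. *Pparg* fell from 49.5 ± 1.47 CPM in uninduced WT cells to a level lower by a log2 fold change of -3.57. In clone 1 it had 37.2 ± 3.48 CPM uninduced and a response of -0.09, and in clone 2 it had 38.3 ± 1.76 CPM uninduced and a response of -0.93 (SD, n = 3 each). The difference in response was 3.48 in clone 1 (SE 0.138, adjusted p = 1.72e-18) and 2.63 in clone 2 (SE 0.141, adjusted p = 3.29e-15), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Stat5a* had a response of -1.35 in WT cells, 1.62 in clone 1 and 0.67 in clone 2. *Enpp2*, on chromosome 15, had a response of -3.32 in WT cells, -0.24 in clone 1 and -0.82 in clone 2. *Plin2* had a response of -0.66 in WT cells and 1.03 in each clone. In uninduced cells the same 14 genes had a median log2 fold change relative to WT of 0.10 in clone 1 and 0.12 in clone 2. *Cd36* was the only DEG among them there, in clone 1 alone, where all of its 9 counts came from replicate 3. The paper cites the higher adipogenic gene signatures in stimulated FOXS1 KO clones and the RT-qPCR of *Pparg* and the *Cebp* genes. From these it concludes that loss of FOXS1 raises proadipogenic gene expression and removes the regulation of adipogenic mediators by TGF-β1. Its RT-qPCR is relative to the control of each line. Here *Cebpa* went from 87.3 to 47.6 CPM in WT cells, 57.7 to 118 CPM in clone 1 and 27.7 to 24.0 CPM in clone 2. Its stimulated level in clone 2 thus lay below that of WT cells. No library received TGF-β1 or DMII alone, so these libraries cannot assign a response to TGF-β1.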

### Ablation of endogenous FOXS1 dampens molecular phenotypes associated with TGF-β1-dependent myofibroblast activation

Several GSEA hallmark pathways were DN in FOXS1 KO clones relative to WT 10T1/2 cells after TGF-β1 + DMII stimulation, including myc targets v1, myc target v2, apical junction, myogenesis, epithelial mesenchymal transition (EMT), hedgehog signaling, and KRAS signaling DN (Fig. 5*E*, Table S5). 

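As for the upregulated pathways, the genes that Table S5 lists as core were examined, and these were chosen by the study on the same libraries. All 48 core genes of myc targets v2 were tested and all were lower in each clone, with median log2 fold changes of -0.75 in clone 1 and -0.55 in clone 2, but 3 of them were DEGs in both clones. Myc targets v1 had 33 tested core genes, all lower in each clone, with medians of -0.77 and -0.54 and again 3 DEGs in both. In uninduced cells the medians were -0.29 and -0.11 for v2 and -0.09 and 0.05 for v1. Apical junction had 22 tested core genes and 7 DEGs in both clones, with medians of -0.99 and -1.05 after stimulation and -0.33 and -0.55 in uninduced cells. For EMT, 22 of 26 core genes were tested, of which 17 were DEGs in clone 1, 16 in clone 2 and 11 in both, with medians of -1.36 and -1.21 stimulated and -0.13 and -0.37 uninduced. Myogenesis had 13 tested core genes, with 6 DEGs in both clones and medians of -1.26 and -1.04. Hedgehog signaling had 5 core genes, of which 2 passed the filter on low counts, 1 was a DEG in both clones and 1 was higher in clone 2. Among the downregulated pathways that the paper's text names, its normalized enrichment scores run from -2.19 for myc targets v2 to -1.26 for myogenesis. The paper's false discovery rates are 0.00127 for myc targets v1, 0.0359 for apical junction, 0.157 for EMT, 0.178 for hedgehog signaling and 0.241 for myogenesis.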

Although 10T1/2 cells are already mesenchymal, EMT pathways share considerable overlap with pathways and cellular processes involved in myofibroblast activation (31). 

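Among the genes of the EMT set, the study names 15 in its text, *Acta2*, *Capg*, *Pdlim4*, *Tagln*, *Tpm1*, *Tpm2*, *Cdh6*, *Itga2*, *Lrrc15*, *Fbln1*, *Fbn1*, *Lama1*, *Lama2*, *Loxl1* and *Postn*. The study chose them on these libraries. In TGF-β1 + DMII stimulated cells 13 were tested, and all 13 were lower than in WT cells in each FOXS1 KO clone. DEGs numbered 10 in clone 1 and 11 in clone 2, the same counts as when adjusted over the list alone, and 8 were DEGs in both. Their median log2 fold change was -1.60 in clone 1 and -1.41 in clone 2, or -1.60 and -1.41 with the genes without counts in a group set at their limit. In uninduced cells the medians were -0.32 and -0.58 (-0.32 and -0.50 with such genes at their limit), with 2 DEGs in each clone and none in both. The number of genes lower in both clones after stimulation was 8 to 9 with each library left out in turn, and 5 when the fold change was tested against the fold threshold (glmTreat), the setting that moved it most. In response to stimulation, 5 of the 13 genes rose and none fell past the thresholds in WT cells. The response was lower than in WT cells for 6 genes in clone 1 (7 when adjusted over the list alone) and 5 in clone 2, 4 of them in both.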

EMT hallmark pathway enrichment was driven by a subset of genes that were DN in FOXS1 KO clones relative to WT (Fig. 5*G*). This subset included genes associated with cytoskeletal dynamics (*Acta2*, *Capg*, *Pdlim4*, *Tagln*, *Tpm1*, and *Tpm2*), cell adhesion (*Cdh6*, *Itga2*, and *Lrrc15*), and ECM remodeling (*Fbln1*, *Fbn1*, *Lama1*, *Lama2*, *Loxl1*, and *Postn*) (Fig. 5*G*). Many of these genes and cellular processes are crucial for profibrotic fibroblast activation, further implicating FOXS1 as a transcriptional regulator of TGF-β1-dependent myofibroblast activation.

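*Acta2* (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255336), which encodes smooth muscle actin, rose from 274 ± 19.3 CPM in uninduced WT cells to 2036 ± 84.4 CPM after TGF-β1 + DMII, and had 308 ± 7.30 CPM in stimulated clone 1 and 323 ± 23.0 CPM in stimulated clone 2 (SD, n = 3 each). Its log2 fold change relative to WT was -2.73 in clone 1 (SE 0.0539, adjusted p = 1.27e-26) and -2.65 in clone 2 (SE 0.0539, adjusted p = 2.35e-26), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Before stimulation it was 0.61 and -0.50. *Tpm1* (ENSMUSG00000032366, chromosome 9 from 67022590 to 67049406) had 402 ± 8.24 CPM in stimulated WT cells, 116 ± 3.28 CPM in clone 1 and 128 ± 10.5 CPM in clone 2. *Capg* and *Tpm2* were DEGs in both clones, with log2 fold changes of -1.36 and -1.11 for *Capg* and -1.17 and -1.26 for *Tpm2*. *Tagln* had under 1 CPM in every group, and 67.9% of its exonic bases lie under exons of genes of the opposite strand. Its log2 fold change was -1.65 in clone 1 (adjusted p = 0.0343, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.72 in clone 2, and with any of the 6 libraries left out the adjusted p in clone 1 was 0.0586 to 0.114. In uninduced cells *Tagln* was at -1.34 in clone 1 and, from 6 counts, at -2.80 in clone 2, where it was a DEG. Its response to stimulation was 0.57 in WT cells, 0.26 in clone 1 and 2.65 in clone 2, past the thresholds in clone 2 alone. The difference in response from WT cells was -0.31 in clone 1 and 2.08 in clone 2, and neither was called. *Pdlim4* was filtered out for low counts, with 11 in WT cells, 0 in clone 1 (at least 3.78-fold lower) and 2 in clone 2. Among the adhesion genes, *Cdh6* (ENSMUSG00000039385, chromosome 15 from 13028701 to 13173675) had 4.75 ± 0.259 CPM in stimulated WT cells, 0.356 ± 0.0771 CPM in clone 1 and 3 counts in clone 2. All 3 came from replicate 3, without which its log2 fold change in clone 2 moved from -6.17 to -9.71. *Itga2* was a DEG in clone 2 (-3.95, and -4.89 without clone 2 replicate 2) and not in clone 1 (-0.98). *Lrrc15* was filtered out, with 25 counts in WT cells and none in the clones, at least 8.60-fold lower in clone 1 and at least 6.31-fold lower in clone 2. Among the ECM genes, *Loxl1* had 832 ± 19.6 CPM in stimulated WT cells, 332 ± 15.4 CPM in clone 1 and 330 ± 17.1 CPM in clone 2 (SD, n = 3). *Lama2*, with 3.86% of its exonic bases under another gene, and *Fbln1*, like *Cdh6* on chromosome 15, were DEGs in both clones, with log2 fold changes of -4.33 and -2.90 for *Lama2* and -1.60 and -1.71 for *Fbln1*. *Lama1* had 4.31 ± 0.639 CPM in WT cells, no count in clone 1 (at least 98-fold lower) and 3.48 ± 0.728 CPM in clone 2, where its log2 fold change was -0.31. *Postn* had 1085 ± 24.4 CPM in stimulated WT cells, 558 ± 33.1 CPM in clone 1 and 407 ± 43.8 CPM in clone 2. Its log2 fold change of -0.96 in clone 1 stayed under the fold threshold, and in uninduced cells it was -1.05 and -0.91. *Fbn1*, with 20.1% of its exonic bases under another gene, had log2 fold changes of -0.95 and -1.34, and the value in clone 1 was past the fold threshold at -1.06 without clone 1 replicate 2.

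**Figure D2:**
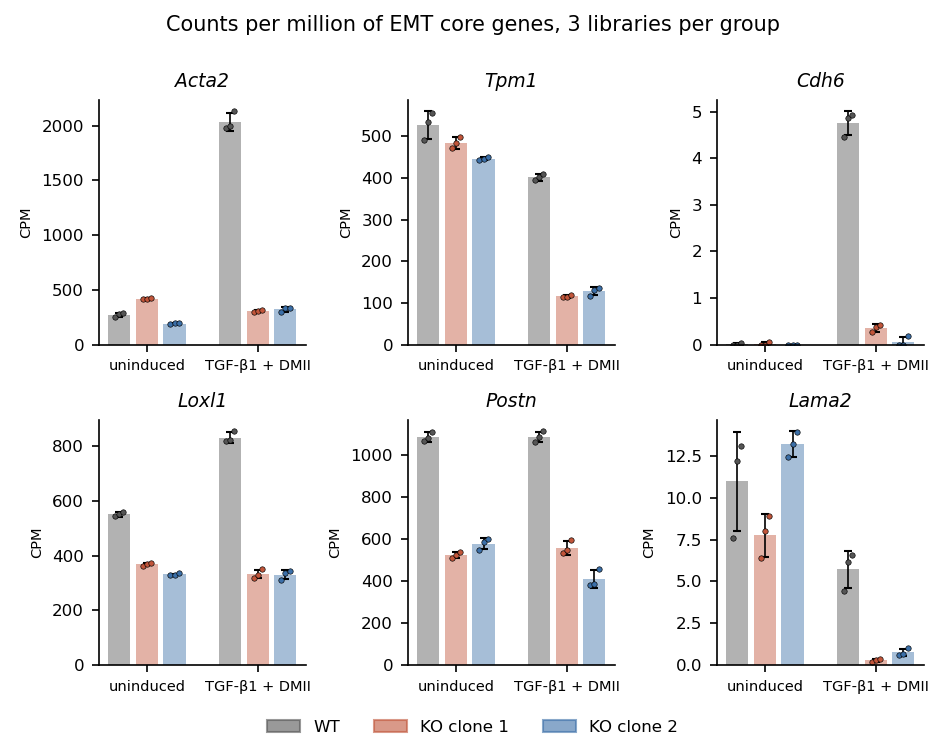
CPM (vertical axis) of *Acta2*, *Tpm1*, *Cdh6*, *Loxl1*, *Postn* and *Lama2* in WT cells (grey), FOXS1 KO clone 1 (red) and FOXS1 KO clone 2 (blue), uninduced or TGF-β1 + DMII stimulated (horizontal axis). Bars are means, error bars are SD and points are the 3 libraries of a group, and stimulated *Acta2* stands at 2036 CPM in WT cells against 308 and 323 CPM in the clones, while *Postn* is lower in the clones in uninduced cells as well.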

We validated decreased upregulation of myofibroblast contractile markers (*Acta2* and *Tagln*) in the FOXS1 KO clones, along with profibrotic ECM markers (*Col1a1* and *Col3a1*), after TGF-β1 + DMII stimulation. Strikingly, FOXS1 KO clones had a significantly abrogated ability to upregulated *Acta2* and *Tagln* after TGF-β1 + DMII (Fig. 5*I*). However, FOXS1 KO 10T1/2 cells still significantly upregulated Col1a1 and Col3a1, with induction comparable to WT 10T1/2 cells (Fig. 5*I*).

## Discussion

We characterized FOXS1 as a regulator of TGF-β1-dependent profibrotic and antiadipogenic molecular phenotypes. We identified several profibrotic and adipogenic genes that are, in part, regulated by FOXS1 and determined that FOXS1 negatively regulates early adipogenic gene programs, which mitigates cellular adipogenic potential. Furthermore, FOXS1 sensitized 10T1/2 cells to TGF-β1 stimulation, potentiating TGF-β1-dependent blockade of terminal adipogenesis. FOXS1 KO 10T1/2 cells had a significantly higher adipogenic potential than their WT counterpart and maintained molecular phenotypes favoring adipogenesis and mitigating myofibroblast activation, despite TGF-β1 stimulation.

Previous studies have characterized FOXS1 as a profibrotic TGF-β-responsive TF in the liver and renal fibrosis (32, 33). FOXS1-dependent regulation of myofibroblast *Acta2* expression has been previously noted in hepatic stellate cells and dermal fibroblasts (32, 34). Hepatic stellate cell myofibroblast activation significantly contributes to liver fibrosis (35), further highlighting that FOXS1 may be crucial for aberrant myofibroblast activation in tissue-resident stem cells that drives tissue fibrosis.

Our results expand upon the role of FOXS1 as a determinant of TGF-β1-dependent myofibroblast activation. Notably, FOXS1 potentiated TGF-β1-dependent regulation of *Acta2*, *Tagln*, *Col1a1*, *Fn1*, ACLP/*Aebp1*, and *Il11* (Fig. 3*E*), which are established markers of fibrotic WAT remodeling and myofibroblast activation (11, 22, 36). Interestingly, ablating FOXS1 robustly abrogated TGF-β1-dependent upregulation of *Acta2* and *Tagln*, but not *Col1a1* or *Col3a1* (Fig. 5*J*), suggesting that FOXS1 may be a selective regulator of myofibroblast contractile phenotypes. Notably, ⍺-SMA/*Acta2* expression is sufficient to significantly abrogate mesenchymal stem cell adipogenesis (13). Although the role of ⍺-SMA^+^ myofibroblasts in WAT fibrosis is not completely understood, studies have shown the presence of ⍺-SMA^+^ ASC in WAT isolated from obese individuals, as well as increased WAT *Acta2* expression in mouse models of diet-induced obesity (12, 37). Differentiated FOXS1 OE 10T1/2 cells had significantly greater *Acta2* expression at D6 of adipogenesis compared to WT with TGF-β1 stimulation (Fig. 4*F*). Thus, FOXS1-dependent regulation of ⍺-SMA expression may contribute to the overall antiadipogenic properties of FOXS1 in this study. However, follow-up is needed to fully characterize the relationship between FOXS1 and ⍺-SMA regulation within the context of myofibroblast activation and adipogenic capacity.

In addition, FOXS1 is an established regulator of EMT in renal fibrosis and various cancers (33, 38, 39, 40). Although our cell-based assays relied on multipotent 10T1/2 fibroblasts that already have phenotypic features of mesenchymal cells, FOXS1 KO 10T1/2 clones had a DN EMT hallmark pathway signature that was driven by downregulation of several markers of activated myofibroblasts, including many involved in actin cytoskeletal regulation (Fig. 5*G*). Reorganization of the actin cytoskeleton is a crucial step during adipogenesis that allows for efficient fatty acid uptake and lipid droplet formation (41, 42). To that end, FOXS1-dependent regulation of cytoskeletal elements may explain why FOXS1 negatively regulates the expression of several lipid metabolism genes (Fig. 4*D*) and why a proadipogenic molecular signature, driven in part, by upregulation of several lipid mobilizing factors, was enriched in FOXS1 KO 10T1/2 cells (Fig. 5*F*). In addition to changes in cytoskeletal dynamics, adipogenic differentiation is dependent on cell cycle regulatory circuits as the cells exit the cell cycle and terminally differentiate (43). A potential involvement of FOXS1 in these cell cycle regulatory pathways in adipogenesis is supported by our finding that several cyclin dependent kinase inhibitors were differentially regulated in FOXS1 KO 10T1/2 cells compared with controls (Table S4).

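Of the 7 cyclin dependent kinase inhibitor genes *Cdkn1a*, *Cdkn1b*, *Cdkn1c*, *Cdkn2a*, *Cdkn2b*, *Cdkn2c* and *Cdkn2d*, 6 were tested in the 10T1/2 libraries and 3 were DEGs in both FOXS1 KO clones after TGF-β1 + DMII, the same number as when adjusted over the list alone. The same 3 were DEGs in both clones in uninduced cells, and with each library left out in turn 3 were called in stimulated cells. Without a fold threshold, 4 were called in both clones. *Cdkn1a* (ENSMUSG00000023067, chromosome 17 from 29090976 to 29100727), with 7.68% of its exonic bases under another gene, had 62.2 ± 3.10 CPM in stimulated WT cells, 253 ± 3.75 CPM in clone 1 and 285 ± 10.7 CPM in clone 2 (SD, n = 3 each). Its log2 fold change was 2.02 in clone 1 (adjusted p = 1.78e-22) and 2.20 in clone 2 (adjusted p = 3.35e-23), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.22 and 1.06 in uninduced cells. *Cdkn2a* (ENSMUSG00000044303, chromosome 4 from 89274471 to 89294653) had 32.9 ± 5.02 CPM in uninduced and 30.2 ± 2.28 CPM in stimulated WT cells, and *Cdkn2b* (ENSMUSG00000073802, chromosome 4 from 89306299 to 89311039) had 39.2 ± 1.64 CPM and 35.4 ± 1.27 CPM. Neither gene had a count in any of the 12 FOXS1 KO libraries. Over the treatments and clones, *Cdkn2a* was at least 501-fold to at least 944-fold lower than in WT cells and *Cdkn2b* at least 588-fold to at least 1099-fold lower. Loss of the chromosome segment that carries both genes was neither shown nor excluded by the counts of the neighbouring genes. *Cdkn1b* was lower by less than the fold threshold, with a log2 fold change of -0.93 in each clone and -0.83 and -0.68 in uninduced cells. *Cdkn2c* (0.09 and 0.29) and *Cdkn2d* (0.33 and 0.05) stayed under the threshold, and the value of *Cdkn2d* in clone 2 was -0.01 without WT replicate 2 and -0.02 without clone 2 replicate 3. *Cdkn1c* had no count in any TGF-β1 + DMII stimulated library, and 30.7% of its exonic bases lie under exons of another gene.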

Several FOX TFs have previously been described as negative regulators of adipogenesis, including FOXA2 (44), FOXC2 (45), FOXO1 (46), and FOXO3 (47). Of note, FOXC2 is closely related to FOXS1 in the FOX TF superfamily (48). FOXC2 represses adipogenesis by attenuating the transcriptional activity of PPARγ. (45). FOXC2 is also involved in matrix stiffness-dependent upregulation of the myofibroblast markers ⍺-SMA, COL1A1, and FN1 in hepatic stellate cells (49). Similarity between FOXC2-dependent and FOXS1-dependent molecular and cellular phenotypes suggests possible redundant regulatory functions between FOXC2 and FOXS1, which is a common property of FOX TFs due to their highly conserved winged-helix DNA-binding domain (48). However, FOXC2 has been shown to bind SMAD3 and SMAD4 to potentiate SMAD3/4 transcriptional activity (50). In our study, FOXS1 did not potentiate SMAD3/4 activation of *Acta2* or *Tagln* promoters (Fig. 3*F*), suggesting a possible mechanistic divergence between FOXC2 and FOXS1 functions. These divergent mechanisms may be explained, in part, by differences in the N- and C-terminal transactivation domains of FOXC2 and FOXS1. Compared to FOXC2, FOXS1 is not a significant transcriptional activator or repressor of promoters with FOX TF binding elements, further suggesting divergent molecular mechanisms for regulating cellular TGF-β1-responsiveness (51).

One study has noted that male FOXS1^β-gal/β-gal^ mice, which lack endogenous global FOXS1 tissue expression, had reduced weight gain with high-fat diet compared to littermate controls (52). More sophisticated mouse diet studies are needed to understand if this is due to WAT specific FOXS1 deletion and would allow for in-depth assessment of FOXS1-dependent fibrotic WAT remodeling in diet-induced obesity. Our studies revealed expression of FOXS1 RNA in the stromal vascular niche in close association with ⍺-SMA positive cells (Fig. 2*E*). These findings are consistent with single-cell data sets from mice fed a high-fat diet which shows expression of FOXS1 in adipogenic progenitor population (53). Additional studies are needed to fully define the expression dynamics and role of FOXS1 in adipose tissue remodeling.

In all, FOXS1 is a TGF-β1 downstream effector that promotes myofibroblast activation and mitigates fibroblast adipogenesis. These processes are critical in obesity-induced WAT fibrotic WAT remodeling, suggesting that FOXS1 may mediate TGF-β1-dependent profibrotic cellular responses and promote adipocyte hypertrophy in dysfunctional WAT. Further work is needed to underscore FOXS1 involvement in WAT fibrosis and dysfunction.

## Experimental procedures

### Mice

C57BL/6 mice were purchased from The Jackson Laboratory and housed in a temperature-controlled environment with a 12 h light-dark cycle, *ad libitum* water, and a standard chow diet. All animal studies were approved by the Boston University Chobanian & Avedisian School of Medicine Institutional Animal Care and Use Committee.

### Mouse WAT fractionation

WAT was fractionated into adipocytes and an SVF as previously described (22). In brief, WAT depots were washed three times in PBS and finely minced until no large tissue pieces were visible. Minced fat was digested in serum-free Dulbecco's modified Eagle's medium (DMEM) supplemented with 1% penicillin-streptomycin-glutamine (PSG) (Thermo Fisher Scientific), 1% bovine serum albumin (BSA) (Thermo Fisher Scientific), and 1 mg/ml type I collagenase (Worthington) for 45 min at 37 °C on a nutator. The digestion was quenched with DMEM supplemented with 10% fetal bovine serum (FBS) (Cytiva) and 1% PSG. The cell suspension was filtered through a 100 μm cell strainer and the flow-through was centrifuged at 300*g* for 10 min.

### Cell culture

10T1/2 cells (CCL-226, American Type Culture Collection [ATCC]) and HEK293T (CRL-3216, ATCC) cells were maintained in DMEM supplemented with 10% FBS (Cytiva) and 1% PSG. Deidentified primary omental hASC were obtained from the Boston Nutrition Obesity Research Center (BNORC). hASCs were maintained in modified Eagle's medium-⍺ supplemented with 10% FBS and 1% PSG. For 10T1/2 adipogenic differentiation, cells were grown to 2 days post confluence (>90%). Cells were then induced with 1:1 DMEM/Ham’s F-12 supplemented with 5 μM dexamethasone (Sigma-Aldrich), 500 μM 3-isobutyl-1-methylxanthine (Sigma-Aldrich), 860 nM insulin (Sigma-Aldrich), and 125 μM indomethacin (Sigma-Aldrich) for 2 days. Subsequently, cells were cultured in maintenance media (1:1 DMEM/Ham’s F-12 supplemented with 860 nM insulin) until the desired day of differentiation was reached. For TGF-β1 stimulations, 10T1/2 cells and hASC were serum-starved overnight and treated with 1 nM TGF-β1 (R&D) for the indicated time points. To inhibit TGF-β1-dependent SMAD2/3 phosphorylation, 10T1/2 cells were cotreated with 5 μM SB431542 (R&D) and 1 nM TGF-β1. For experiments that included TGF-β1 stimulation and adipogenic differentiation, 10T1/2 cells were treated with 1 nM TGF-β1 for the indicated time prior to adipogenic induction.

### Lentivirus and transduction

HEK293T cells were cotransfected using Lipofectamine 2000 with the lenti-packaging vectors Pax2 (#35002, Addgene) and pMD2.g (#12259, Addgene), along with transfer plasmid pLVX-IRES-Hyg FOXS1-HA. FOXS1-HA complementary DNA (cDNA) was cloned from a gBlock (IDT). Cell supernatant was collected 48 h post transfection, cleared by centrifugation at 1000*g* for 5 min, and passed through a 0.45 μm syringe filter. Virus titer was measured using a Lenti-X GoStix Plus (Takara). 10T1/2 cells were transduced by incubating cells with a mixture of cell culture media, lentivirus stock, polybrene (4 μg/ml), and Hepes (20 μM) for 24 h. Antibiotic selection began 48 h post transduction. 10T1/2 cells transduced with pLVX-IRES-Hyg FOXS1-HA lentivirus were selected with 250 μg/ml hygromycin B (Invitrogen) and maintained in 150 μg/ml hygromycin B.

### Bulk RNA-seq and analysis

Library preparation and bulk RNA sequencing was conducted by Novogene using the Illumina NovaSeq PE150 platform with paired-end sequencing (150-bp read length) and a 20 million read depth. Clean reads were mapped to either the human reference genome (GRCh38/hg38) or mouse reference genome (GRCm38/mm10) using HISAT2 software (v2.1.0). Differential gene expression analysis was performed on raw counts using the R statistical package DESeq2 (v1.28.1). Adjusted *p*-values were calculated using a 5% false discovery rate (FDR = 0.05) and the Benjamini-Hochberg procedure. Genes with a more than two-fold increase or decrease and an adjusted *p* < 0.05 were considered significantly differentially expressed. Pathway enrichment analysis was performed using GSEA software (v4.3.2).

### RT-qPCR

Total RNA was purified using the GeneJET RNA Purification Kit (Thermo Fisher Scientific) or the RNeasy Plus Mini Kit (Qiagen). RNA was quantified on a NanoDrop One using A260/280. cDNA was synthesized with the LunaScript RT SuperMix Kit (NEB) with 100 to 500 ng of total RNA. All cDNA was diluted 1:5 using nuclease-free water. qPCR was performed using Luna qPCR Master Mix (NEB) and a CFX Opus Real-Time PCR System (Bio-Rad). Relative gene expression (fold change) was calculated using the ΔΔCT method. CT values were normalized using 18s rRNA expression or *PPIA/Ppia* gene expression. See Table S6 for RT-qPCR primer sequences.

### CRISPR-Cas9 genome editing

Two pairs of guide RNAs (gRNAs) targeting the murine genomic FOXS1 exon were designed using CRISPOR software (v5.01). gRNA pairs were annealed and ligated into the PX459 vector (#62988, Addgene). 10T1/2 cells were cotransfected with both FOXS1 gRNA constructs and selected with puromycin (1 μg/ml) for 48 h. Single-cell colonies were grown in 10T1/2 conditioned culture media and expanded in growth media. Disruption of the FOXS1 locus was determined by genomic DNA sequencing and loss of FOXS1 expression was confirmed by western blotting. See Table S7 for FOXS1 gRNAs.

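Table S7 gives each guide as a pair of complementary oligonucleotides, and both guides were placed on the mouse reference. *Foxs1* has 1 exon of 1311 bases on the minus strand of chromosome 2 of GRCm38, with its coding sequence of 329 codons from 152932145 to 152933131. The sequence CGGCCGGTTGTGCCGGTAAA of guide 1 matches the plus strand from 152932952 to 152932971 and is followed by AGG, the motif that Cas9 needs beside its target, so that cleavage is placed after base 152932968, in codon 55. The sequence TGTCGTGGCAGTCCGGATCC of guide 2 matches the plus strand from 152932831 to 152932850, is also followed by AGG and places cleavage after base 152932847, in codon 95. On the transcript strand the reference around guide 1 reads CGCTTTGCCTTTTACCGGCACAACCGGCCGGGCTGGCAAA (bases 228 to 267 of the transcript) and around guide 2 it reads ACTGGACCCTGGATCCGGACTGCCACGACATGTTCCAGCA (bases 349 to 388). The other oligonucleotide of each pair matches the minus strand at the same place and has no such motif after it. The 2 cleavage sites lie 121 bp apart, which is not a multiple of 3. The cells received both guide constructs, and the sequence that each clone carries at the sites is not given in the sources used here.

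**Figure D3:**
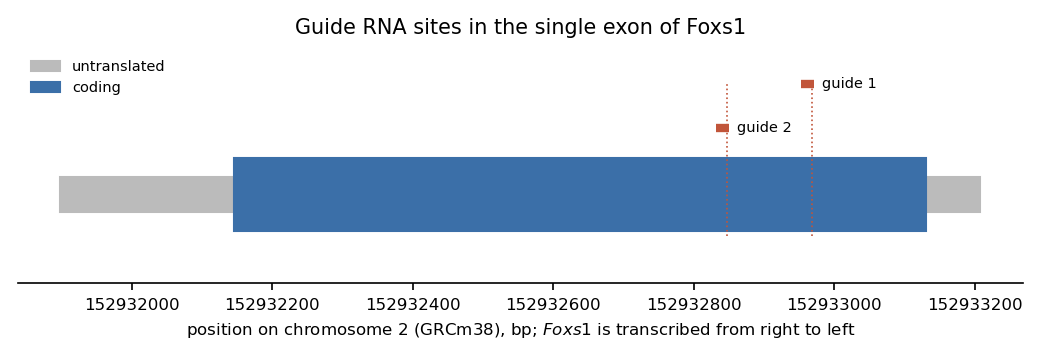
The single exon of *Foxs1* by position on chromosome 2 of GRCm38 in bp (horizontal axis), with untranslated bases in grey, the coding sequence from 152932145 to 152933131 in blue, both guides in red and their cleavage sites as dotted lines. Transcription runs from right to left, and both cleavage sites, at codons 55 and 95 of 329, lie in the 5′ part of the coding sequence.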

### Western blotting

Cultured cell pellets were lysed on ice in lysis buffer (20 mM Tris pH 7.5, 150 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, and 1% Triton-X 100) supplemented with protease and phosphatase inhibitors (Roche). Cell lysates were cleared by centrifugation at 17,000*g* for 15 min (4 °C). Total protein concentration was determined using the Pierce BCA Protein Quantification Kit (Thermo Fisher Scientific). Protein samples were boiled at 95 °C for 5 min and resolved on 12% Tris-glycine SDS-PAGE gels (Invitrogen). Samples were transferred overnight onto nitrocellulose. Membranes were blocked with 4% milk in tris-buffered saline with tween 20 (TBST) for 1 h at room temperature (RT) and probed with primary antibody in 4% milk TBST (2 h, RT). Blots were probed with horseradish peroxidase (HRP)-conjugated secondary antibodies in 4% milk TBST (1 h, RT). Chemiluminescent signal was detected using SuperSignal West Femto Substrate (Thermo Fisher Scientific) or SuperSignal West Dura Substrate (Thermo Fisher Scientific). Blots were imaged using a ChemiDoc Imaging System (Bio-Rad). The following antibodies were used for western blot detection: FOXS1 (1:600; #16234-1-AP, Proteintech), anti-HA Tag (1:1000; #13-2010, EpiCypher), phospho-SMAD2/3 (1:1000; #8828, Cell Signaling), total SMAD2/3 (1:1000; #8685, Cell Signaling), GAPDH (1:1000; #97166, Cell Signaling), Cyclophilin A (1:1000; #51418, Cell Signaling), mouse IgG HRP secondary (1:4000; #NA931, Cytiva), and rabbit IgG HRP secondary (1:4000; #NA934, Cytiva). Specificity was determined using several approaches including the appropriate molecular weight or subcellular localization for immunofluorescence studies, verification from other studies in the literature, and by detection in overexpressed or loss in KO cells.

### Luciferase reporter assays

10T1/2 cells were cotransfected with pGL4.10-*Acta2* or pGL4.10-*Tagln* promoter luciferase reporter vectors, along with CMV-5β-FOXS1, CMV-5⍺-SRF, pCL-SMAD3, and CMV-5β-SMAD4 expression vectors, using TransIT-X2 (Mirus Bio) transfection reagent. Cotransfection with CMV5β-β-galactosidase was used as an internal control. Using the Luciferase Assay System (Promega), cell lysates were collected and frozen at −80 °C for 24 h post transfection. Luciferase expression was measured using a BioTek Synergy HT plate reader and BioTek Gen5 software (v3.11). β-galactosidase expression was determined by incubating cell lysates with ortho-nitrophenyl-β-galactoside at 37 °C and reading the absorbance at 405 nm as described (23). Luciferase expression was normalized by dividing the relative light unit values by the β-galactosidase absorbance for each sample.

### Immunofluorescence

Cultured cells were fixed in 4% paraformaldehyde for 15 min at RT and washed two times with PBS. Fixed cells were permeabilized in PBS + 0.1% Triton-X 100 for 10 min at RT then washed twice with PBS. Cells were blocked for 1 h in PBS + 5% BSA. Cells incubated with primary antibody diluted in PBS + 1% BSA overnight at 4 °C. Afterward, cells were washed five times with PBS and incubated with secondary antibody diluted in PBS + 1% BSA for 1 h in the dark. Cells were washed five times with PBS and stained with Hoechst nuclear stain (Invitrogen, 1:1000). Images were taken using an EVOS M5000 imaging system (Thermo Fisher Scientific). Fluorescent intensity was measured using background corrected images in Fiji (v1.54p).

### RNAscope

Mouse iWAT and gWAT tissue was processed as described (22). Deparaffinized tissue sections were subjected to antigen recovery using 1X ACD RNAscope target retrieval buffer at 110 °C for 15 min (pressure cooker). RNAscope was performed using the RNAscope Multiplex Fluorescent Reagent Kit v2 (ACD) with a Mm-Foxs1-C2 (ACD, 1232131-C2; 1:50) probe and TSA vivid dye 650 (ACD, 1:1000). Tissues were co-stained with ⍺-SMA (Sigma-Aldrich, C6198; 1:300) and mounted with prolong diamond antifade mountant with 4′,6-diamidino-2-phenylindole (DAPI) (Thermo Fisher Scientific). Tissues were imaged using a Zeiss Observer D1 equipped with an ORCA-Flash 4.0 digital CMOS camera with equivalent exposure time.

### Oil Red-O staining

Differentiated cells were fixed in 4% paraformaldehyde for 15 min at RT and washed twice with PBS. Cells were washed with 60% isopropanol for 5 min at RT. Oil Red-O stock was diluted 3:2 with water and filtered through a 0.22 μm syringe filter. Cells were stained with Oil Red-O for 5 min at RT and washed four times with water. Cells were kept in PBS for imaging using an EVOS M5000 imaging system (Thermo Fisher Scientific). To quantify Oil Red-O staining, cells were incubated with 100% isopropanol for 10 min at RT to strip the stain. The absorbance of the isopropanol was read at 500 nm using a BioTek Synergy HT plate reader and Gen5 software (v3.11). Empty wells stained with Oil Red-O were used as a blank control as described (22).

### Statistical analysis

Data are presented as mean ± SD. Statistical significance was determined by one-way or two-way analysis of variance (ANOVA) with Bonferroni correction for multiple comparisons when comparing more than two experimental groups. Statistical significance was defined as *p* < 0.05.

## Data availability

The RNA sequencing data that support the findings of this study are publicly available in the Gene Expression Omnibus (GEO) repository under the accession numbers: GSE302340, GSE302341.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: TGF-β1-dependent expression of FOXS1 attenuates adipogenic potential and enhances a myofibroblast cellular phenotype
**Source:** J Biol Chem. 2025 Aug 5;301(9):110563. doi: 10.1016/j.jbc.2025.110563
**Supplement:** Supporting Figure S1

**A**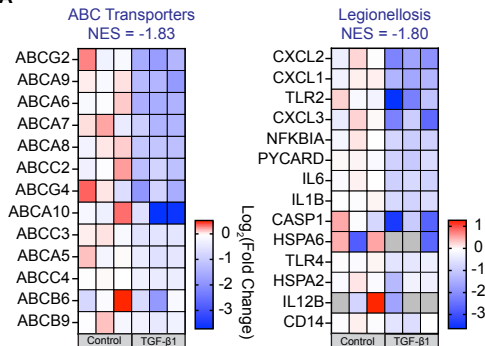**B**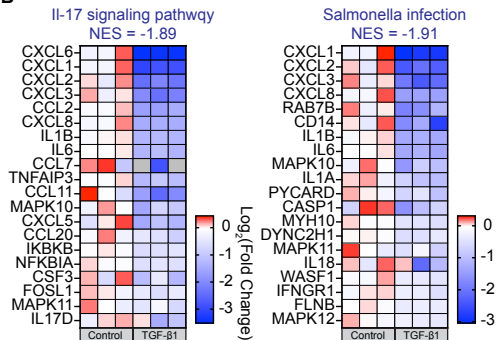

**Figure S1. GSEA downregulated KEGG pathways in 12 h and 72 h TGF-β1 stimulated hASC. (A)** Core gene enrichments for downregulated ABC transporters and legionellosis KEGG pathways in 12 h TGF-β1 stimulated hASC. **(B)** Core gene enrichments for downregulated IL-17 signaling and salmonella infection KEGG pathways in 72 h TGF-β1 stimulated hASC. NES = normalized enrichment score. Gene expression is reported as log<sub>2</sub>(fold change) relative to time-matched controls.

# Supplementary material for: TGF-β1-dependent expression of FOXS1 attenuates adipogenic potential and enhances a myofibroblast cellular phenotype
**Source:** J Biol Chem. 2025 Aug 5;301(9):110563. doi: 10.1016/j.jbc.2025.110563
**Supplement:** Supporting Figure S2

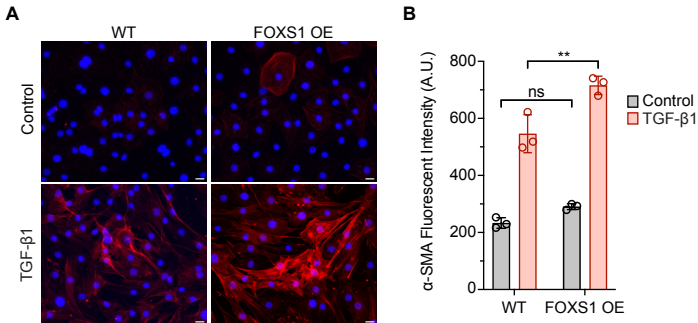

**Figure S2. FOXS1 potentiates the TGF- $\beta$ 1-dependent upregulation of  $\alpha$ -SMA. (A)** Wildtype (WT) and FOXS1 OE 10T1/2 cells stimulated with TGF- $\beta$ 1 (1 nM) for 48 hours. Representative images (n = 3) were stained for  $\alpha$ -SMA (red) and Hoescht (blue). **(B)** Quantification of the  $\alpha$ -SMA fluorescent intensity. Two-way ANOVA with Bonferroni corrections for multiple comparisons (ns = not significant, \*\* P < 0.01). Data presented as mean  $\pm$  S.D. Scale bars = 25  $\mu$ m.

# Supplementary material for: TGF-β1-dependent expression of FOXS1 attenuates adipogenic potential and enhances a myofibroblast cellular phenotype
**Source:** J Biol Chem. 2025 Aug 5;301(9):110563. doi: 10.1016/j.jbc.2025.110563
**Supplement:** Supporting Tables S6 and S7

**Table S6. RT-qPCR Primers**

| Gene          | Forward 5' → 3'         | Reverse 5' → 3'          | Species |
|---------------|-------------------------|--------------------------|---------|
| <i>Ppia</i>   | GAGCTGTTTGCAGACAAAGTTC  | CCCTGGCACATGAATCCTGG     | Mouse   |
| <i>18s</i>    | CGGCTACCACATCCAAGGAA    | TTTTCGTCACTACCTCCCCG     | Mouse   |
| <i>Foxs1</i>  | ACAGCTACATAGCCCTGATTGC  | AGAGACAGGTTATGGCGGATG    | Mouse   |
| <i>Acta2</i>  | GTCCCAGACATCAGGGAGTAA   | TCGGATACTTCAGCGTCAGGA    | Mouse   |
| <i>Tagln</i>  | CAACAAGGGTCCATCCTACGG   | ATCTGGGCGGCCTACATCA      | Mouse   |
| <i>Col1a1</i> | GCTCCTCTTAGGGGCCACT     | CCACGTCTCACCATTGGGG      | Mouse   |
| <i>Col3a1</i> | CTGTAACATGGAACTGGGGAAA  | CCATAGCTGAACTGAAAACCACC  | Mouse   |
| <i>Fn1</i>    | ATGTGGACCCCTCCTGATAGT   | GCCCAGTGATTTCAGCAAAGG    | Mouse   |
| <i>Aebp1</i>  | ATAGCTACGTGATCCCCAAC    | GTGGGCACTTGATTTTCTCC     | Mouse   |
| <i>Il11</i>   | TGTTCTCCTAACCCGATCCCT   | CAGGAAGCTGCAAAGATCCCA    | Mouse   |
| <i>Pparg</i>  | GGAAGACCACTCGCATTCTT    | GTAATCAGCAACCATTGGGTCA   | Mouse   |
| <i>Cebpa</i>  | CAAGAACAGCAACGAGTACCG   | GTCAGTGGTCAACTCCAGCAC    | Mouse   |
| <i>Cebpb</i>  | CAACCTGGAGACGCAGCACAAG  | GCTTGAACAAGTTCCGCAGGGT   | Mouse   |
| <i>Cebpd</i>  | CGACTTCAGCGCCTACATTGA   | CTAGCGACAGACCCACAC       | Mouse   |
| <i>Stat5a</i> | CGCCAGATGCAAGTGTTGTAT   | TCCTGGGGATTATCCAAGTCAAT  | Mouse   |
| <i>Adipoq</i> | TGTTCTCTTAATCCTGCCCA    | CCAACCTGCACAAGTTCCCTT    | Mouse   |
| <i>Fabp4</i>  | AAGGTGAAGAGCATCATAACCCT | TCACGCCTTTCATAACACATTCC  | Mouse   |
| <i>Plin1</i>  | GGGACCTGTGAGTGCTTCC     | GTATTGAAGAGCCGGGATCTTTT  | Mouse   |
| <i>Plin2</i>  | GACCTTGTGTCTCCTCCGCTTAT | CAACCGCAATTTGTGGCTC      | Mouse   |
| <i>18S</i>    | CGGCGACGACCCATTCTGAAC   | GAATCGAACCCCTGATTCCCCGTC | Human   |
| <i>FOXS1</i>  | AGTGGCATCTACCGCTACATC   | CACCTTGACAAAGCACTCGT     | Human   |

**Table S7. FOXS1 gRNAs**

|               | Sense gRNA           | Antisense gRNA       |
|---------------|----------------------|----------------------|
| FOXS1 gRNA #1 | CGGCCGGTTGTGCCGGTAAA | TTTACCGGCACAACCGGCCG |
| FOXS1 gRNA #2 | TGTCGTGGCAGTCCGGATCC | GGATCCGGACTGCCACGACA |

How the deposited data were processed for this re-analysis (not part of the article)

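The data are counts per gene from bulk RNA sequencing of 10T1/2 cells, WT or FOXS1 KO (clones 1 and 2), uninduced or stimulated with 1 nM TGF-β1 for 12 h and then DMII for 48 h, with 3 libraries in each of 6 groups. The counts are those the authors deposited. They sequenced poly(A) RNA on an Illumina NovaSeq instrument with paired-end reads of 150 bp, mapped them to GRCm38 with HISAT2 v2.1.0 and counted reads per gene. The program used for counting, the annotation release and the strand setting are not given in the sources used here. The deposited table also lists the position and length of its 54532 genes, and their coordinates were compared with the GENCODE M21 annotation of GRCm38, which also gave overlaps and neighbours. Every per-sample column of counts was mapped to 1 of the 18 libraries. The values are raw counts, and the gene lengths served only for 1 alternative of the principal component analysis.

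Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Tables and figures were assembled with Python 3.11.15 and matplotlib 3.10.9. The paper names DESeq2 v1.28.1 for differential expression and gives its thresholds, without saying which libraries entered each fit or what entered the principal component analysis. Genes were filtered with filterByExpr by group (minimum count 10), which left 14317. Libraries were scaled with TMM, and a model with 1 mean for each of the 6 groups was fitted with glmQLFit (robust) and tested with glmQLFTest. DEGs needed a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. The comparisons were each clone with WT in each treatment, stimulated with uninduced cells in each genotype, clone 1 with clone 2 in stimulated cells, and the difference in response between each clone and WT. Genes outside the filter were tested without it and are named as filtered out.

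Library totals ran from 15576685 to 42005596 counts, and the 10 most abundant genes held 7.92% to 15.2% of the counts of a library. A total of 3 counts over a group, the floor used where a group had none, corresponds to between 0.0354 and 0.0603 CPM. Such floors cover counting error only. Replicates of a group correlated across genes with an r of 0.963 to 0.993. They spread more widely than counting error among genes with at least 20 counts, which the model estimates as dispersion.

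Principal components were computed on log2 CPM with a prior count of 2, with genes centred and not scaled. Separation of WT from FOXS1 KO libraries was tested exactly over all 84 splits of the 9 libraries of a treatment. Since both clones share their WT libraries, 20 simulated data sets with unchanged clones gave the overlap and correlation to be had from that sharing. Gene lists were the 15 adipogenesis and the 15 EMT genes of the paper's text, 7 cyclin dependent kinase inhibitor genes, the 8 genes of the paper's RT-qPCR panels and the core genes of the 35 hallmark sets in Table S5. The first 2 lists were also tested as sets in uninduced cells with camera (inter-gene correlation 0.01) and fry. A scan over windows of 25 neighbouring genes compared each clone with WT in uninduced cells against 1000 shuffles of gene order. Chromosome medians used the 10040 genes with a mean of at least 5 CPM on chromosomes 1 to 19 and X. The calling procedure was tested on simulated data, 3 data sets with 200 changed genes each. It called 92.4% of the changed genes in clone 1, with 10 false calls in total, and 86.6% of the changed responses, with 9 false calls. It made no call in an unchanged clone 2.

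Individual genes were named by a rule. It took *Foxs1*, the genes the text names in the adipogenesis and EMT enrichments, the genes of the RT-qPCR panels, the 7 kinase inhibitor genes, the 3 largest rises and 3 largest falls among DEGs shared by both clones in stimulated cells, the 3 largest differences between the clones, and the genes at the ends of a region found by the scan together with genes there that had no count in both clones. The rises, falls and differences required a mean of at least 5 CPM, and the rises and falls were ranked by the smaller absolute log2 fold change of the clones and required every FOXS1 KO library to lie beyond every WT library. The values in the paper's Tables S4 and S5 had been seen when the rule was written. The copy of Table S4 used here holds 1997 of 2791 lines of its longer block, its column headings for gene name and gene identifier are interchanged, and 1 block is headed FOXS2 KO clone 1.

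The alternatives were the DESeq2 Wald test, DESeq2 size factors in the edgeR fit, no filter beyond 1 count, a filter of 1 CPM in 3 libraries, a fit of only the groups compared, replicate number as a block, no fold threshold, a test against the fold threshold (glmTreat) and each library left out in turn. For principal components they were scaled genes, the 500 most variable genes, a prior count of 0.5 and log2(FPKM + 1). Set tests were repeated with fry and with an estimated correlation, and the scan with windows of 15 and 51 genes and in stimulated cells. Gene set enrichment was not recomputed, since the hallmark sets were not used here. The RT-qPCR, imaging and protein measurements, and the sequencing of human cells, were not analysed here. The results of 1 gene and 1 gene set are not reported here.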

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

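The tests of chromosome 15 copy number, of library scaling and of the depth behind genes without counts, and all counts of other splits of the libraries, were chosen only after the results were seen.

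The response to TGF-β1 + DMII differed from that of WT cells for 1261 genes in FOXS1 KO clone 1 and 1124 genes in clone 2, by a test of the difference itself. Other processing at the same thresholds gave 1196 to 1357 genes in clone 1 and 1098 to 1216 in clone 2, DESeq2 size factors included, which argues against library scaling as the whole source. In 5 of 100 splits of the libraries drawn at random the count was as large, for each clone. All 5 were among the 19 drawn splits that left the genotypes unmixed in at least 1 treatment, and splits that mixed the genotypes in both treatments gave at most 0 genes. Unmixed splits carry the genotype difference into the test, so the share of 5 of 100 cannot decide on chance. In 3 simulated data sets the same test made 9 false calls in total in clone 1. That argues against chance for the 1261 genes of clone 1, and the response of clone 2 was not simulated. The genotype stays open as a biological explanation.

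The clones also differed from each other, with 1429 DEGs between clone 1 and clone 2 in stimulated cells. Of the genes followed singly, the log2 difference (positive, higher in clone 1) was 1.42 for *Acadm*, 3.06 for *Cd36*, 8.29 for *Ephx2*, 2.69 for *Fabp4*, 1.13 for *Tst*, 2.30 for *Cebpa* and 2.06 for *Serpina3k*. It was 2.45 for *Cdh6*, 2.97 for *Itga2*, -9.23 for *Lama1* and -1.43 for *Lama2*. *Ephx2* had 1 count in clone 2, *Cdh6* and *Itga2* 3 each and *Cd36* 5, and *Lama1* had none in clone 1, so the fitted values of these genes depend on the prior count. *Tst* and *Cdh6* lie on chromosome 15. The largest differences between the clones were those of *Nid1* (-15.02), *Plxdc2* (13.37) and *Gpr149* (11.37), again fitted against groups with no count or 1 count. *Nid1* had 172 CPM in WT cells, none in clone 1 and 192 CPM in clone 2, *Plxdc2* had 102, 274 and 0.0218 CPM, and *Gpr149* had 15.4 CPM in clone 1 alone. With 3 libraries on each side there are 10 splits, so the real one, 1 of 10, is the smallest share to be had. That share cannot decide on chance, although no other split gave a DEG. On PC1 and PC2 of the stimulated libraries the clones lay 97.0 apart, against a mean of 1.70 between libraries of a group. That argues against chance as the source of the difference between the clones. The stimulated libraries of clone 1 (20232140 to 29383944 counts) are deeper than those of clone 2 (17591048 to 20125767 counts). Of the 1429 DEGs, 642 were lower in clone 1, the deeper one, which argues against depth as their source. How much depth adds to the 787 that were higher in clone 1 was not tested. The clones have the same genotype in the design, so no biological explanation was tested.

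In uninduced cells, 2155 genes were DEGs in clone 1 and 2162 in clone 2 relative to WT, and 1298 were shared in the same direction. The simulations of unchanged clones with shared WT libraries called no shared gene, which argues against the sharing of WT libraries as their source. For the shared genes 1 of 100 drawn splits, the real one, gave as many, which excludes chance. Fitted on the uninduced libraries alone, the real split gave 1180 shared genes, 2 drawn splits that kept the WT libraries together and mixed only the clones gave at most 1076, and the other 97 gave 0. The result thus sets WT apart from the clones together, not the clones from each other. For each clone alone the real split is 1 of 10, the smallest share to be had, so that share cannot decide on chance, although no other split gave a DEG. The same holds for the DEGs of each clone in stimulated cells and for the clones against each other. It also holds for the response to stimulation in each of the 3 genotypes. The simulations of unchanged clones called at most 2 genes in a clone in either treatment. That argues against chance for the DEGs of each clone relative to WT, uninduced (2155 and 2162) and stimulated (2722 and 2418). Among stimulated cells, 1 of 100 splits gave as many shared DEGs (1486 in the real split, at most 1472 in 2 splits that mixed only the clones and 0 in the other 97), which excludes chance in the same sense. As many kinase inhibitor genes were called in both clones in 3 of 100, the others with the same number as the real split. That share excludes nothing, since the paper raised this gene class from a finding in the same libraries. For the adipogenesis genes higher in both clones (1 of 100) and the EMT genes lower in both (3 of 100) the splits exclude nothing, since the study chose these genes on the same libraries. Genotype and differences between the cultures the clones and the WT cells came from stay open, as the design has no second WT clone.

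*Foxs1* itself had more RNA counts in the FOXS1 KO clones, with a log2 fold change of 4.44 in clone 1 and 3.99 in clone 2 after stimulation and 3.55 and 3.36 in uninduced cells. The paper's text does not discuss this, although its Table S4 lists the gene as higher. A mislabelled single library is excluded, since 12 of 12 FOXS1 KO libraries lay above every WT library of their treatment. Whether reads of neighbouring genes counted on *Foxs1* add to the rise in its own RNA cannot be settled fully. The 4 tested genes within 100 kb had a median log2 fold change of 0.687 in clone 1, above 0 and below that of *Foxs1*, and 1.60 in clone 2, and *Dusp15*, the nearest on the same strand, rose by 3.06 and 2.68. *Mylk2* rose by 4.41 in clone 2, more than *Foxs1* itself, and by 0.39 in clone 1. *Foxs1* shares 0 exonic bases with another gene. Over all libraries of clones 1 and 2 it had 5169 and 3859 counts, against 1058 and 734 for *Dusp15*. These values argue against shared exons or reads of *Dusp15* as the whole source. *Tpx2* (7852 and 8054) and *Pdrg1* (9076 and 9315) held more counts than *Foxs1*. The counts per gene hold no read positions, which keeps a part from neighbouring genes open. The edit of the gene, which the design names, stays open as a biological explanation and was not tested.

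Genes of chromosome 15, which the paper does not discuss as a group, were higher in both clones. Over 407 genes the median log2 fold change in uninduced cells was 0.46 in clone 1 and 0.46 in clone 2, and after stimulation 0.45 and 0.43. Scaling of the libraries is excluded by the gap to the other chromosomes, since a factor for a library moves all chromosomes alike. The median over the others, which scaling centres near 0, was 0.0585 in clone 1 and 0.0687 in clone 2, and the highest of them was 0.19 and 0.39. A higher copy number in both clones than in WT cells is a candidate explanation. In clone 1, 87.2% of the genes were higher, in clone 2 85.5%, and the median was positive in each of 10 successive stretches of the chromosome (0.27 to 0.60). DNA was not analysed here, so the hypothesis rests on RNA alone. Of the named genes, *Enpp2*, *Dgat1*, *Tst*, *Cdh6*, *Fbln1* and *Prickle1* lie on this chromosome. Other chromosomes moved as well, less far in both clones or in 1 clone. Medians in clones 1 and 2 were -0.22 and -0.23 for chromosome 4, -0.18 and -0.16 for chromosome 5, -0.16 and -0.17 for chromosome 6 and 0.19 and 0.16 for chromosome 8. Chromosome 10 stood at -0.41 in clone 1, and in clone 2 chromosome 16 stood at 0.39 and chromosome 13 at -0.25.

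A scan of windows of 25 neighbouring genes in uninduced cells gave a largest window median of 1.42 in clone 1, on chromosome 13 from 23527011 to 23762386 (*Gm11335* to *Hist1h3a*, 23 genes higher and 2 lower). The permutation test over 1000 shuffles of gene order gave p = 0.000999, the smallest it can give. In clone 2 it was 1.04, on chromosome 12 from 102743762 to 105009809 (*Tmem251* to *Syne3*, 23 higher and 2 lower, permutation p = 0.003). Of 13807 windows, 245 in clone 1 and 82 in clone 2 passed the 95th percentile of the shuffles. With windows of 15 genes the largest median lay in both clones on chromosome 12 from 102866631 to 104394257, at 4.97 and 2.83. With windows of 51 genes it was 1.09 in clone 1, on chromosome 13 around the first region, and 0.71 in clone 2, on chromosome 10. In stimulated cells it was 2.80 and 2.15, on chromosome 12 in both. Neither a gain of a segment nor coordinated expression of neighbouring gene families was tested for these regions, nor were single libraries left out.

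Of 12517 genes with at least 100 counts in WT cells, 30 had no count in either clone, 41 had none in clone 1 alone and 46 none in clone 2 alone. If the clones had lost genes independently, 0.431 would be shared. Lower depth of the FOXS1 KO libraries is excluded, since at the WT level the 6 libraries of a clone would have held at least 103 counts of each of these genes. *Cdkn2a* and *Cdkn2b* are 2 of the 30, with 4078 and 4766 counts in WT cells, and depth is excluded for them too, with at least 1504 counts to be had in a group at the WT level. Loss of a segment of chromosome 4 in the cells that both clones came from cannot be told apart from silencing of both genes. Between the nearest neighbours that keep their counts, *Gm26490* and *Gm12610*, there were 0 other genes with at least 10 counts in WT cells. Of the genes there with few counts, *Gm12606* had 14 in clone 1 and none in WT cells or clone 2, and *Gm12609* had 4 in WT cells, 14 in clone 1 and 1 in clone 2. Those counts narrow the segment that clone 1 can have lost, and are too few in clone 2 to decide it. In the other direction, 17 genes had at least 200 counts pooled over the FOXS1 KO libraries of both clones and none in WT cells. Some had counts in 1 clone alone, such as *Gpr149* (2036 in clone 1, 0 in clone 2) and *Gm5878* (0 and 1476). Others, such as *Saa3* (2033 and 2106), had counts in both. Differences between WT cells and the cells from which the clones were grown, and the FOXS1 edit itself, stay open as explanations and were not tested.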

How the results depend on the processing

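All counts of other splits of the libraries were chosen only after the results were seen, and the alternatives given here were fixed before the data were examined.

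For results of whole comparisons, 25 in number, other processing gave 162 values. Of these 127 kept the result, 1 was weaker, 3 were stronger, 31 moved by more than the limit set for them and 0 were reversed. Leaving out 1 library gave 195 values, of which 186 kept the result and 9 moved, all of them shares of variance. For 92 results of single genes, other processing kept 536 of 541 values, with 1 weaker, 3 stronger and 1 reversed. Leaving out a library kept 537 of 552, with 7 weaker, 6 stronger and 2 reversed.

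Numbers of DEGs depended on the fold threshold, by construction. Without it clone 1 had 8436 DEGs relative to WT in stimulated cells (2722 with it) and clone 2 8011 (2418), and in uninduced cells 7657 (2155) and 7619 (2162). The response to stimulation covered 8693 genes in WT cells (2849), 7803 in clone 1 (2391) and 7982 in clone 2 (2528). The clones differed by 6500 genes (1429), and the response differed from WT for 4526 (1261) and 4463 (1124). Shared genes numbered 5482 (1579) in stimulated and 4915 (1298) in uninduced cells. Testing against the threshold with glmTreat gave 1714, 1546, 1278 and 1296 for the clones relative to WT in the same order. It gave 1819, 1431 and 1520 for the response, 643 between the clones, 543 and 455 for differences in response, and 1019 and 797 shared. It called 5 EMT genes lower in both clones in place of 8.

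With 1 library left out, DEGs relative to WT in stimulated cells ranged from 2612 to 2707 for clone 1 and 2289 to 2347 for clone 2, and in uninduced cells from 2124 to 2351 and 2076 to 2408. The response ranged from 2785 to 3116 in WT cells, 2308 to 2383 in clone 1 and 2405 to 2477 in clone 2. The difference between clones ranged from 1325 to 1390, differences in response from 1213 to 1436 and 1079 to 1303, and shared genes from 1512 to 1585 (stimulated) and 1281 to 1479 (uninduced). Of the listed genes, 9 to 11 adipogenesis, 8 to 9 EMT and 3 to 3 kinase inhibitor genes were called in both clones.

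The share of variance on PC1, 36.2%, was 31.8% with scaled genes, 50.4% with the 500 most variable genes and 40.5% with log2(FPKM + 1), and 33.6% to 37.7% with a library left out. That on PC2, 31.1%, was 24.1% with scaled genes, 26.1% with the 500 most variable genes and 28.4% with a prior count of 0.5, and 27.4% to 32.7% with a library left out. The cause was not tested. The separation of WT from FOXS1 KO libraries ranged from 2.55 to 3.10 in stimulated and 2.43 to 2.87 in uninduced cells with a library left out.

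In the set tests of uninduced cells, fry gave model-based, unadjusted p values of 0.000627 and 0.000186 for adipogenesis genes in clones 1 and 2 and 0.000295 for EMT genes in clone 1, where camera (limma, both) gave 0.403, 0.224 and 0.289. The tests ask different questions, since fry does not compare the set with other genes. For EMT genes in clone 2 camera gave 0.00488, and 0.0644 with the correlation estimated from the limma fit, while fry gave 7.97e-08. With a library left out camera gave p from 0.287 to 0.619, 0.168 to 0.289, 0.176 to 0.383 and 0.00109 to 0.0140, by limma, in the same order of sets. No library was left out of the regional scan.

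A few calls of single genes in stimulated cells changed, and the cause was not tested. *Cdkn2d* in clone 2, 0.05, was -0.00954 without WT replicate 2 and -0.0198 without clone 2 replicate 3, within a range of -0.02 to 0.11. *Gpr149* in clone 2, at 0 since neither group has counts, was 0.0046 with replicate as a block. *Adipoq* lost its call in clone 1 without clone 1 replicate 2 (4.47) and gained it in clone 2 without clone 2 replicate 2 (4.98), with DESeq2 (3.81) and without the filter (4.41). *Tst* in clone 2 was called without WT replicate 3 (1.07) or clone 2 replicate 2 (1.11), and *Fbn1* in clone 1 without clone 1 replicate 2 (-1.06). *Cebpa* in clone 2 was called without the filter (-1.01), without WT replicate 2 (-1.004) and without clone 2 replicate 3 (-1.01). *Tagln* in clone 1 lost its call without the filter (-1.65) and in each of the 6 fits with a library left out (-1.83 to -1.46), so its call rests on no less than all 6 libraries.

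Values of called genes with few counts in a group moved when 1 library was left out. *Cdh6* in clone 2 was -9.71 without clone 2 replicate 3, the only one with counts, and *Itga2* in clone 2 -4.89 without clone 2 replicate 2. *Ephx2* in clone 1 was 6.82 and *Serpina3k* 13.85 and 11.78 without WT replicate 1. *Wfdc21* was 11.15 and 11.21 without WT replicate 3, and *Plxdc2* in clone 2 was -14.14 without clone 2 replicate 2.

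With replicate number as a block, DEGs relative to WT were 2698 and 2393 in stimulated and 2130 and 2132 in uninduced cells. Replicate numbers do not pair the samples. Residuals of 45 pairs of libraries with the same number correlated across genes with r from -0.0412 to 0.0498, and those of 90 pairs with different numbers with r from -0.0873 to 0.0576. Library totals from 15576685 to 42005596 counts limit what can be said of genes with few counts. No value was obtained where the filter of an alternative removed the gene. The stricter filter removed *Cd36*, *Tagln* and *Itga2*, and the fit of only the groups compared removed *Adipoq* in both clones and *Cd36*, *Ephx2* and *Gpr149* in clone 2.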

Differences from the paper's values

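All counts of other splits of the libraries were chosen only after the results were seen, and none of them is used here.

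Of 68 log2 fold changes the paper gives that were compared, 13 of them as lower limits, 0 differed beyond the error. The directions of the genes held of Table S4 were the same for 1981 of 1981 tested genes in clone 1 and 1964 of 1964 in clone 2. The shares of variance in Fig. 5D, about 27% and about 22%, read by eye, were not counted as different, since the input of the paper's analysis is not given in the sources used here.

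The paper names adipogenesis genes as raised and EMT genes as lowered in the FOXS1 KO clones from its enrichment analysis. Of 14 adipogenesis genes that could be tested, 9 were called higher in both clones, and of 13 EMT genes 8 were called lower in both. Among adipogenesis genes *Acadm*, *Cd36*, *Ephx2*, *Adipoq* and *Tst* were called in clone 1 alone. In clone 2 *Ephx2* had a log2 fold change of -2.12 from 1 count, *Cd36* had 5 counts, and *Tst*, on chromosome 15, and *Acadm* stayed below the fold threshold. *Adipoq* in clone 2 is called with DESeq2 and without the filter. Of the EMT genes, *Itga2*, *Fbn1* and *Postn* were called in clone 2 alone, and *Lama1* and *Tagln*, whose exons another gene overlaps, in clone 1 alone. *Tst* in clone 2 is called without WT replicate 3 or clone 2 replicate 2, *Adipoq* without clone 2 replicate 2, and *Fbn1* in clone 1 without clone 1 replicate 2. *Ltc4s*, *Pdlim4* and *Lrrc15* were filtered out. Without the filter, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment calls *Lrrc15* in both clones (adjusted p = 0.00456 and 0.0093) and *Pdlim4* in clone 1 (adjusted p = 0.015). An enrichment analysis ranks genes and needs no call for a single gene, so these genes do not contradict the enrichment itself.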

Other observations

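The second test of carry-over and all counts of other splits of the libraries were chosen only after the results were seen.

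*Tagln*, which the paper measures by RT-qPCR, had under 1 CPM in every group. Of its 1988 exonic bases 67.9% lie under exons of other genes on the opposite strand, *Gm48529* (1241 bases) and *Pcsk7* (108 bases). Over protein-coding genes, the median was 9.81-fold lower where at least 50% of the bases are overlapped in this way, 0.0273 CPM for 191 genes, than where none are, 0.268 CPM for 15485 genes. That difference came from the 82 genes with more than 75% overlap, whose median was 0 CPM. The 108 genes with more than 50% and up to 75%, the class of *Tagln*, had a median of 0.531 CPM, above that of genes without overlap. Loss of reads to the overlap therefore cannot be told apart from low expression of *Tagln*, and the strand setting of the counting, not given in the sources used here, keeps this open. No biological explanation was tested.

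In uninduced clone 1, replicate 3 alone had counts of *Serpina3k* (155), *Ephx2* (31) and *Cd36* (9), with 0 in replicates 1 and 2. In a first test of RNA carried over from stimulated clone 1 cells, 3 of 3 genes with no count in the other replicates and at least 5 CPM when stimulated had counts in replicate 3, which goes with carry-over. The minimum noted beforehand was 20 CPM, which *Serpina3k* alone (78.4 CPM on library totals without TMM, as in both tests) would have passed. The genes were *Serpina3k* at 11.2%, *Ephx2* at 23.4% and *Cidec* at 12.9% of the stimulated level, the first 2 already part of the pattern. At a minimum of 1 CPM, added after that, it was 3 of 7. The second test used 19 genes that stimulation raises and that the other replicates may also count. Their median share of the stimulated level was 0.0796% in replicate 3, which excludes carry-over, against 0.0281% and -0.0777% in replicates 1 and 2. What raised these genes in 1 library stays open, and no biological explanation was tested.

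Of the other genes in the paper's RT-qPCR panels, *Cebpb* had log2 fold changes of 1.34 and 1.48 and *Cebpd* of 1.46 and 1.89 in stimulated clones 1 and 2, with 20.7% and 15.0% of their exonic bases overlapped. *Cebpa* was higher in clone 1 (1.31) and lower in clone 2 (-0.99), with 47.6 CPM in WT cells, 118 in clone 1 and 24.0 in clone 2. Its response to stimulation was -0.88 in WT cells, 1.03 in clone 1 and -0.21 in clone 2, so the response was higher than in WT cells in both clones (by 1.91 and 0.67). The paper's RT-qPCR is another assay, with another normalization, and was not analysed here. *Col1a1* changed by 0.10 and 0.50 and *Col3a1* by -0.70 and -0.27 relative to WT.

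The largest rises shared by both clones in stimulated cells were those of *Saa3* (0 CPM in WT cells, 7.45 and 14.6 in the clones), *Serpina3k* (0.0163, 84.5 and 20.2) and *Wfdc21* (0.0301, 13.1 and 13.6). *Serpina3k* had 1 count in WT cells and *Wfdc21* 2. *Serpina3k* lies in the region of chromosome 12 that the scan found in clone 2. The largest falls were those of *Prickle1*, *Cdkn2b* and *Cdkn2a*. *Prickle1*, on chromosome 15, had 50.7 CPM in WT cells and no count in either clone, at least 1147-fold and 841-fold lower. Its loss runs against the rise of its chromosome, and neither deletion nor silencing was tested.

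Tested as sets in uninduced cells with limma's camera, the adipogenesis genes had an adjusted p of 0.403 in clone 1 and 0.385 in clone 2 (unadjusted 0.403 and 0.224), and the EMT genes 0.385 in clone 1 (unadjusted 0.289), Benjamini-Hochberg over 4 tests. The EMT genes of clone 2 had an adjusted p of 0.0195 (unadjusted 0.00488) and a median difference of -0.50 in log2 CPM with a prior count, a call that holds under fry and not with an estimated correlation. In an exact count over all 10 splits of the libraries, 5, 4, 2 and 1 gave as large a result in that order. With 10 splits chance cannot be excluded for any of the sets.

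The ranks at which the hallmark sets of Table S5 reach their maximum run from 453 to 4472, and the highest lies above the 1579 DEGs shared by both clones here, so the ranked list held more genes than those.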
